# The MiDAC histone deacetylase complex is essential for embryonic development and has a unique multivalent structure

**DOI:** 10.1038/s41467-020-17078-8

**Published:** 2020-06-26

**Authors:** Robert E. Turnbull, Louise Fairall, Almutasem Saleh, Emma Kelsall, Kyle L. Morris, T. J. Ragan, Christos G. Savva, Aditya Chandru, Christopher J. Millard, Olga V. Makarova, Corinne J. Smith, Alan M. Roseman, Andrew M. Fry, Shaun M. Cowley, John W. R. Schwabe

**Keywords:** Histone post-translational modifications, Mitosis, Embryogenesis, Transcription, Cryoelectron microscopy

## Abstract

MiDAC is one of seven distinct, large multi-protein complexes that recruit class I histone deacetylases to the genome to regulate gene expression. Despite implications of involvement in cell cycle regulation and in several cancers, surprisingly little is known about the function or structure of MiDAC. Here we show that MiDAC is important for chromosome alignment during mitosis in cancer cell lines. Mice lacking the MiDAC proteins, DNTTIP1 or MIDEAS, die with identical phenotypes during late embryogenesis due to perturbations in gene expression that result in heart malformation and haematopoietic failure. This suggests that MiDAC has an essential and unique function that cannot be compensated by other HDAC complexes. Consistent with this, the cryoEM structure of MiDAC reveals a unique and distinctive mode of assembly. Four copies of HDAC1 are positioned at the periphery with outward-facing active sites suggesting that the complex may target multiple nucleosomes implying a processive deacetylase function.

## Abstract (web summary)

The MiDAC complex recruits class I histone deacetylases to chromatin but little is known about its precise structure and function. Here, the authors explore the role of MiDAC in the cell cycle and during mouse embryogenesis, and present cryoEM structures that provide insight into MiDAC’s mode of assembly.

## Introduction

Class I histone deacetylases (HDACs 1–3) are essential regulators of gene expression. The enzymes are recruited to chromatin as part of large multi-protein complexes that control the acetylation state of histones and other chromatin-associated factors. These are high stoichiometry acetylation sites whose regulation controls gene transcription^1^.

In addition to the HDAC catalytic subunit, these complexes contain scaffold proteins that mediate interaction with transcription factors and chromatin, thereby determining the specificity of these complexes. Importantly, class I HDACs have enhanced catalytic activity when assembled into their cognate complexes and their activity is further increased by binding higher order inositol phosphates^2,3^. Inhibitors of class I HDACs have been used to target a number of diseases, including HIV, Alzheimer’s disease and cancer^4–7^.

The best-studied complexes include the NuRD, Sin3 and CoREST complexes which contain HDAC1/2, and the SMRT/NCoR complex that contains HDAC3^8–11^. The MiDAC complex, the focus of this study, is relatively poorly understood. The complex contains three proteins: HDAC1/2, MIDEAS (aka. ELMSAN1, c14orf43) and DNTTIP1 (aka. TDIF1). It was first identified through chemoproteomic approaches. The complex was recruited to an HDAC-inhibitor-bound resin in cells stalled in mitosis by nocodazole treatment—hence the name mitotic deacetylase complex (MiDAC)^12^. Subsequent proteomic studies supported the identification of the MiDAC complex^13–16^. The complex is present in diverse species such as nematodes and jelly fish, suggesting that it plays an important role that has been conserved through evolution. Further evidence that the MiDAC complex has a role in the cell cycle comes from the observation that MiDAC components are associated with, and are substrates of, the CyclinA2/CDK2 complex^17^.

Consistent with a role in cell proliferation, components of the MiDAC complex have been implicated in a number of human cancers. DNTTIP1 has a critical role in oral cancer and is proposed to be oncogenic in non-small cell lung cancers^18,19^. A number of large-scale cancer genome studies have associated downregulation of MIDEAS with cutaneous melanoma; MIDEAS as a mutational hotspot and potentially a rare tumour gene^20–22^.

The evolutionary conservation of MiDAC, together with apparent roles in the cell cycle and in several cancers suggests that MiDAC is an important deacetylase complex. In this study, to gain a better understanding of MiDAC’s biological role, we explore the effects of depleting MiDAC in cells and mice. Cell-based assays show that the endogenous complex is present throughout the cell cycle, but that siRNA knockdown of either DNTTIP1 or MIDEAS results in increased metaphase chromosome misalignment. Homozygous mice embryos lacking either MIDEAS or DNTTIP1 die after day e16.5 with identical phenotypes. The embryos are severely anaemic and have a clear malformation of the heart. Gene expression analyses in fibroblasts derived from the homozygous embryos show a significant overlap in the gene sets whose expression is perturbed, many of which are involved in developmental pathways.

To understand how the MiDAC complex is assembled and how it is distinct from other HDAC complexes, we use cryo-EM to determine the structure of the complex. Unexpectedly, the ELM2 domain of MIDEAS mediates dimerisation through interaction with DNTTIP1. The MIDEAS-SANT domain mediates tetramerisation of the complex. The overall assembly of the complex is critically dependent on the interactions between DNTTIP1 and MIDEAS. The tetrameric architecture resembles a three-dimensional X-shape with the HDAC catalytic sites at the four extremities of the complex, suggesting that the complex is able to simultaneously target multiple nucleosomes and that it might therefore be a highly processive deacetylase complex. Both the knockout mice and the cryo-EM structure are consistent with co-dependency of DNTTIP1 and MIDEAS for both the structure and function of the MiDAC complex. These data provide an important step change in our understanding of the mammalian MiDAC complex.

## Results

### MIDEAS, DNTTIP1 and HDAC1 co-localise through the cell cycle

To investigate the sub-cellular distribution of MIDEAS, DNTTIP1 and HDAC1, we used immunofluorescence in human U2OS cells. Antibodies were selected based on the epitope being both unique and characterised for specificity using GFP-MIDEAS and mCherry-DNTTIP1 (see below and Supplementary Fig. 1a–d).

HDAC1, MIDEAS and DNTTIP1 are located predominantly in the soluble nuclear fraction in U2OS cells (Fig. 1a). Moreover, immunoprecipitation with antibodies against MIDEAS or DNTTIP1 showed HDAC activity significantly greater than in a control IP (Fig. 1b). This activity was blocked by the HDAC inhibitor SAHA and potentiated by inositol hexakisphosphate (InsP6) (Fig. 1c).

**Fig. 1:**
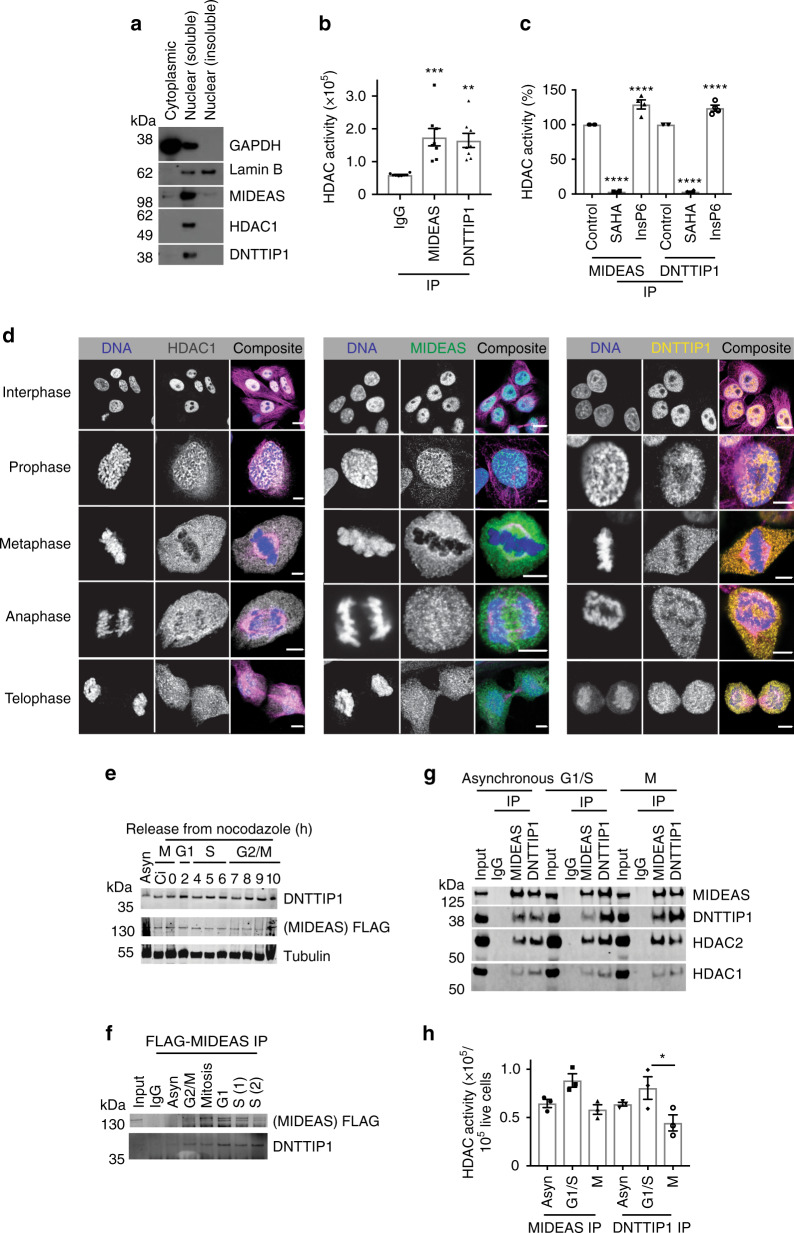
Nuclear localisation and HDAC activity of the endogenous MiDAC complex. **a** Cytoplasmic and nuclear proteins were prepared from U2OS cells before western blotting using antibodies against MIDEAS, DNTTIP1 and HDAC1. Antibodies against GAPDH and LaminB were used, respectively, as cytoplasmic and nuclear housekeeping controls. **b** Fluorescent-based HDAC activity assay of IgG control, MIDEAS and DNTTIP1 immunoprecipitates from U2OS nuclear lysates (mean ± s.e.m, *n* = 8 independent experiments, ***P = 0.001, **P = 0.0012, one-way ANOVA with Holm–Sidak post hoc test). **c** Fluorescent- based HDAC activity assay of MIDEAS and DNTTIP1 immunoprecipitates from nuclear lysates that had been pre-incubated with 100 μM InsP6 or 5 μM SAHA for 30 min. IgG controls were performed in parallel and used to subtract background activity before normalisation to untreated complex HDAC activity (mean ± s.e.m, *n* = 4 independent experiments, ****P < 0.0001, one-way ANOVA with Holm–Sidak post hoc test). **d** Confocal images of PFA fixed U2OS cells dual stained with either HDAC1 (grey), MIDEAS (green) or DNTTIP1 (yellow) antibodies and anti-α-tubulin (magenta). DNA (blue) was visualised with Hoechst 33258 (scale bars: interphase, 10 μm; mitotic cells, 5 μm). **e** Western blot for DNTTIP1, MIDEAS-FLAG and Tubulin using lysates from MIDEAS-FLAG CRISPR mouse ES cells that had been incubated for 14 h with 10 µM CDKi RO-3306 (Ci), followed by a further 2-h incubation with nocodazole (30 ng/ml). Cells were harvested at various time points after nocodazole release. **f** Western blot for MIDEAS-FLAG and DNTTIP1 from cell-cycle synchronised cells following co-immunoprecipitation (Co-IP) using a anti-FLAG antibody. Cells synchronised as in panel **e**. **g** Western blot for MIDEAS, DNTTIP1, HDAC2 and HDAC1 from co-IP’s using Rb anti-MIDEAS and Rb anti-DNTTIP1 antibodies. U2OS cells were blocked for 16 h in the G1/S with aphidicolin (1.6 µg/ml) or M with nocodazole (3.3 µg/ml). A mock IP was also carried out with rabbit IgG as a control. Antibodies were cross-linked to beads prior to IP. **h** Fluorescent-based HDAC activity assay of MIDEAS and DNTTIP1 immunoprecipitates from U2OS cells blocked in the G1/S or M as in panel **g**. Results are normalised to cell count after detachment from plates (mean ± s.e.m, *n* = 3 independent experiments, *P = 0.022, one-way ANOVA with Holm–Sidak post hoc test). Source data are provided as a Source data file.

Previously, Bantscheff et al.^12^ reported that an HDAC-inhibitor matrix preferentially pulls down DNTTIP1 in cells blocked in the mitosis by nocodazole. To explore whether this is explained by variation in expression through the cell cycle or changes in localisation, we used immunofluorescence microscopy with HDAC1, MIDEAS and DNTTIP1 antibodies to visualise the endogenous proteins at multiple cell-cycle stages (Fig. 1d). HDAC1, MIDEAS and DNTTIP1 showed nuclear localisation throughout interphase, but started to become excluded from chromatin as chromosomes condensed during early mitosis (prophase). The proteins were then recruited back into nuclei as they re-formed and the chromatin decondensed during late mitosis (telophase) (Fig. 1d).

To explore this further, we used CRISPR/Cas9-mediated gene editing to introduce a FLAG epitope onto the C-terminus of the endogenous MIDEAS protein in mouse embryonic stem (ES) cells (Supplementary Fig. 1e, f). Western blotting confirmed that both MIDEAS and DNTTIP1 are present at all stages of the cell cycle (Fig. 1e; Supplementary Fig. 2a) and that MIDEAS-FLAG pulled-down DNTTIP1 throughout the cell cycle (Fig. 1f; Supplementary Fig. 2b). Furthermore, in U2OS cells, antibodies against MIDEAS and DNTTIP1 were able to co-immunoprecipitate the other protein as well as both HDACs 1 and 2 in asynchronous cells and cells in both G1/S and M phase (Fig. 1g; Supplementary Fig. 2c). The HDAC activity of immunoprecipitated complexes from G1/S cells showed slightly higher activity than either asynchronous or mitotic cells (Fig. 1h; Supplementary Fig. 2c).

### MIDEAS and DNTTIP1 protein expression is co-dependent

To investigate the role of the MiDAC complex in U2OS cells, we obtained two independent siRNAs against both MIDEAS and DNTTIP1 (two against each transcript). Both MIDEAS siRNAs significantly reduced MIDEAS mRNA expression relative to control. Similarly, siRNAs directed against DNTTIP1 effectively abolished DNTTIP1 mRNA expression (Supplementary Fig. 3a, b). Each siRNA was specific to its target, and there was no effect on the mRNA expression level of the other components of the complex (Supplementary Fig. 3a–c). Western blotting using the soluble nuclear fraction from cells treated with siRNAs against both DNTTIP1 and MIDEAS showed significantly reduced protein levels for both MIDEAS and DNTTIP1, but not HDAC1 (Fig. 2a; Supplementary Fig. 3d). These results suggest that protein expression and stability of MIDEAS and DNTTIP1 are mutually co-dependent whilst that of HDAC1, probably due to its participation in other complexes, is unaffected. This observation that DNTTIP1 and MIDEAS protein levels are co-dependent in cells fits well with the architecture of the MiDAC complex (see below).

**Fig. 2:**
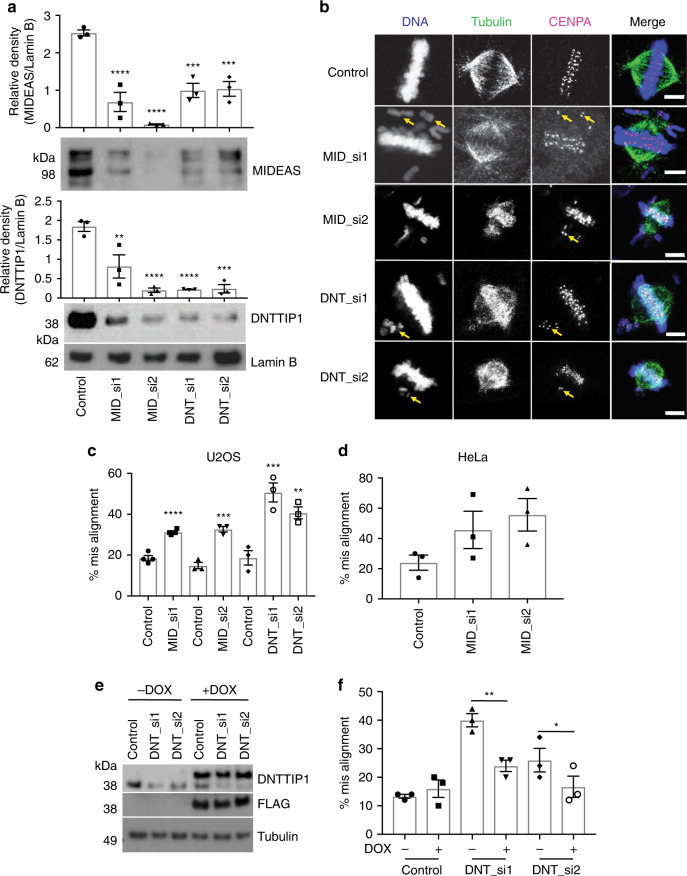
MiDAC protein co-dependency and role in chromosome alignment. **a** Western blot for MIDEAS (top) and DNTTIP1 (bottom) following treatment of U2OS cells with siRNA for 72 h targeting MIDEAS or DNTTIP1. Blots shown are representative. LaminB was detected in parallel from the same lysate sample, and was used as a reference for normalisation (mean ± s.e.m., *n* = 3 independent experiments, **P = 0.0029, ***P < 0.001 (*P* = 0.0003 for control versus DNT_si1, 0.0004 for control versus DNT_si2), ****P < 0.0001, one-way ANOVA with Dunnett’s post hoc test). **b** Confocal images representative of normal and misaligned chromosomes. U2OS cells were treated with siRNA as in (**a**) before fixation with PFA and staining for α-tubulin (green), CENPA (magenta). DNA (blue) was visualised with Hoechst 33258 (scale bars: 5 μm). **c** Quantification of metaphase cells with misaligned chromosomes in U2OS cells after siRNA treatment shown as percent misaligned (mean ± s.e.m, *n* = 3 MID_si2, DNT_si1, DNT_si2, *n* = 4 MID_si1, (50 metaphase cells counted over 3/4 independent experiments), ***P < 0.001 (*P* = 0.0008 for control versus MID_si1, 0.0003 for control versus MID_si2), ****P < 0.0001, one-way ANOVA with Holm–Sidak post hoc test). **d** Quantification of metaphase cells with misaligned chromosomes in HeLa cells after MIDEAS siRNA treatment shown as percent misaligned (mean ± s.e.m., *n* = 3 (50 metaphase cells counted over 3 independent experiments). **e** Western blot using nuclear proteins isolated from stable, DOX inducible, siRNA-resistant FLAG-DNTTIP1 U2OS cell line showing DOX induces FLAG-DNTTIP1. **f** Quantification of metaphase cells with misaligned chromosomes in U2OS cells after siRNA treatment and induction of siRNA-resistant FLAG-DNTTIP1 with DOX (mean ± s.e.m., *n* = 3 (50 metaphase cells counted over three individual experiments), *P = 0.0416, **P = 0.0041, one-way ANOVA with Holm–Sidak post hoc test). Source data are provided as a Source data file.

### MiDAC depletion increases mitotic chromosome misalignment

siRNA knockdown of either MIDEAS or DNTTIP1 in asynchronous U2OS cells, resulted in a significant increase in misaligned chromosomes during metaphase. Figure 2b shows representative images of control and siRNA-treated metaphase cells. The misalignment in cells with reduced MIDEAS and DNTTIP1 correlates with aberrant DNA and CENPA staining away from the metaphase plate. Quantification of this observation showed that both MIDEAS and DNTTIP1 siRNA’s increased misalignment by 1.5-fold and twofold, respectively, compared with control transfections (Fig. 2c). To check this result was not specific to U2OS cells, we also performed siRNA-mediated knockdown of MIDEAS in HeLa cells and observed a similar increase in chromosome misalignment (Fig. 2d).

To confirm that the misalignment phenotype is due to loss of the MiDAC complex and not off-target effects of the siRNAs, we created a stable U2OS cell line with a doxycycline-inducible siRNA-resistant FLAG-DNTTIP1. Western blotting confirmed that the FLAG epitope could only be detected in the presence of doxycycline (Fig. 2e). Addition of DNTTIP1 siRNA decreased endogenous DNTTIP1 protein levels regardless of whether doxycycline was present or not, but had no effect on the expression of the siRNA-resistant FLAG-DNTTIP1 (Fig. 2e; Supplementary Fig. 3e–g). Both siRNAs against DNTTIP1 increased chromosome misalignment in the absence of doxycycline as seen previously. As expected, induction of FLAG-DNTTIP1 with doxycycline reduced misalignment to a level comparable with control transfections (Fig. 2f).

### MiDAC plays an essential role in late embryogenesis

To explore the role of the MiDAC complex in vivo, we used CRISPR-Cas9-mediated gene editing to generate KO alleles for both *Mideas* and *Dnttip1*. crRNAs targeting exon 2 of either *Mideas* and *Dnttip1* were injected into single-cell zygotes to generate 10-bp and 11-bp deletions, respectively. These modified alleles produce a premature stop codon within the open-reading frames of both genes leading to a constitutive KO phenotype (Supplementary Fig. 4). Heterozygous mice were healthy and fertile and so were inter-crossed to generate homozygous animals. Genotyping the resulting litters revealed a complete absence of viable homozygous pups from both MIDEAS-del1 and DNTTIP1-del1 heterozygous crosses, indicating an essential role for the MiDAC complex during embryogenesis (Supplementary Table 1).

To investigate the stage at which the homozygous embryos die, we performed a series of timed matings. We observed homozygous embryos at days e13.5, e14.5, e15.5 and e16.5. Strikingly, the homozygous embryos are readily identified through their pale colour and somewhat smaller size than the wild-type or heterozygous embryos (Fig. 3a; Supplementary Fig. 5a, b).

**Fig. 3:**
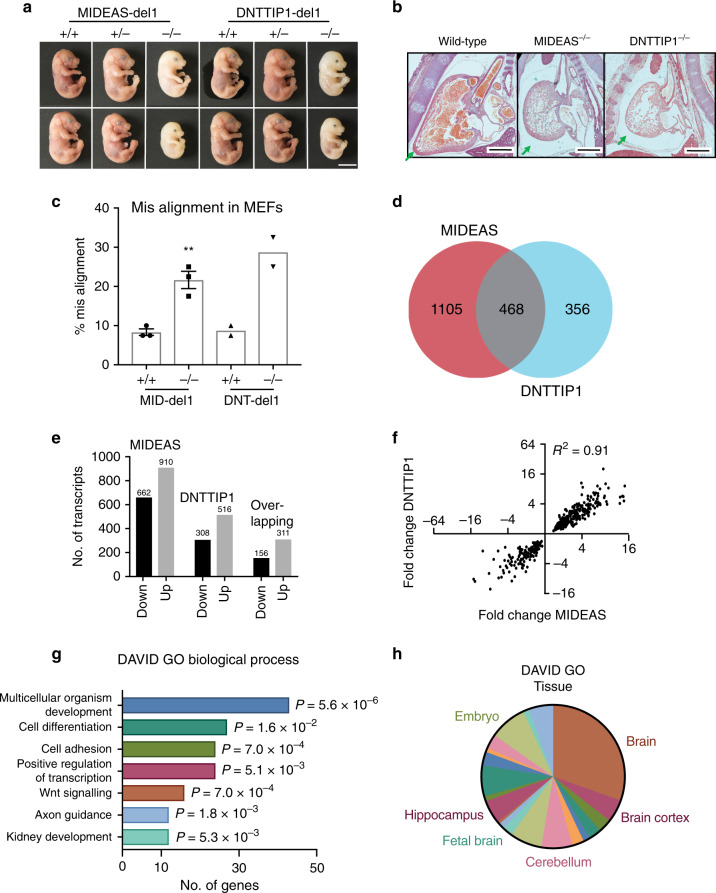
Analysis of mice embryos and MEF’s lacking MIDEAS or DNTTIP1. **a** Images of wild-type, heterozygous and homozygous MIDEAS-del1 and DNTTIP1-del1 embryos isolated at e16.5 (scale: 5 mm). **b** Images of sections from e16.5 wild-type, MIDEAS^−/−^ and DNTTIP1^−/−^ embryos demonstrating absence of erythrocytes in the heart, enlarged pericardium and deformed ventricle morphology in the knockouts compared with wild-type (green arrows) (scale: 500 µm) (representative images from *n* = 2 biologically independent animals). **c** Quantification of metaphase cells with misaligned chromosomes in mouse embryonic fibroblasts (MEFs) from e13.5 MIDEAS-del1 (MID-del1) or DNTTIP1-del1 (DNT-del1) wild-type and homozygous embryos (mean ± s.e.m., *n* = 3 MID-del1, *n* = 2 DNT-del1 (40 metaphase cells were counted over 3/2 individual experiments), **P = 0.0048, two-tailed unpaired Student’s *t* test). **d** Venn diagram depicting the number of overlapping genes identified as differentially expressed in MIDEAS and DNTTIP1 knockout MEFs. Differential expression was based on a *P*-value of <0.1 as calculated using DESEQ2 in R. **e** The number of down- and upregulated genes identified as differentially expressed in MIDEAS and DNTTIP1 knockout MEFs and in the overlapping gene set list from panel **d**. Differential expression calculated from *n* = 3 (MIDEAS knockout MEFs) and *n* = 2 (DNTTIP1 knockout MEFs) independent MEF lines from e13.5 embryos, *P*-value of <0.1 as calculated using DESEQ2 in R. **f** Plot of the 468 overlapping perturbed gene set showing fold change for homozygous knockout MIDEAS (*x*-axis) and DNTTIP1 (*y*-axis) genes. (R^2^ calculated using Pearson correlation). **g** DAVID gene ontology (GO) biological processes analysis using the overlapping, upregulated gene list. List shows changes in biological process with more than 12 genes upregulated from the overlapping gene list and a Benjamini post hoc test with *P* < 0.05. **h** DAVID GO tissue association of the overlapping, upregulated gene list. Source data are provided as a Source data file.

Stained sections of the homozygous embryos showed a remarkable lack of red blood cells in the heart and vessels throughout the body, as well as morphological differences in the heart itself (Fig. 3b; Supplementary Fig. 5c, d). The heart is smaller and malformed with an enlarged pericardium. The lack of blood would suggest either a failure of haematopoiesis; substantial vascular leakage or perhaps abnormally rapid turnover of blood cells. The spleen and liver are the main sites of haematopoiesis at this stage of development. However, these tissues in the mutant animals appear to be morphologically normal with comparable numbers of hematopoietic precursors (Supplementary Fig. 5d).

### MiDAC knockout perturbs multiple gene-regulatory networks

To determine the gene-regulatory consequences of the MIDEAS and DNTTIP1 deletions, we prepared mouse embryonic fibroblasts (MEFs) from day e13.5 embryos. Wild-type (+/+) and homozygous (−/−) lines were established from the MIDEAS-del1 and DNTTIP1-del1 embryos. Successful gene deletions were confirmed by genotyping and loss of HDAC activity in a co-IP assay or loss of protein by western blot analysis (Supplementary Fig. 6a–d). 

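Dnttip1 transcripts fell in DNTTIP1-/- MEFs, whereas the transcripts of Elmsan1, the gene that encodes MIDEAS, did not change detectably in MIDEAS-/- MEFs. Dnttip1 (ENSMUSG00000017299; mm10 chromosome 2, 164745983 to 164768607) had 185 ± 17.0 normalized counts (SD, n = 2) in DNTTIP1-/- and 439 ± 5.73 (SD, n = 2) in DNTTIP1+/+ MEFs, a log2 fold change of -1.25 (standard error 0.16, adjusted p = 0.0594 from limma). In the MIDEAS family it had 397 ± 25.3 normalized counts (SD, n = 3) in the knockout and 435 ± 1.12 (SD, n = 3) in the wild type (log2 fold change -0.14, adjusted p = 0.673 from limma). Elmsan1 (ENSMUSG00000042507; chromosome 12, 84149176 to 84218881) had 1452 ± 365 normalized counts (SD, n = 3) in MIDEAS-/- and 1393 ± 161 (SD, n = 3) in MIDEAS+/+ MEFs, a log2 fold change of 0.032 (standard error 0.21, adjusted p = 0.965 from limma). Its log2 fold change in the DNTTIP1 family was 0.66 (standard error 0.26, adjusted p = 0.699 from limma). The MIDEAS-del1 deletion removes 10 bp of exon 2, so the rest of the transcript can still be counted. As the Elmsan1 count did not change detectably, it does not check the labels of the MIDEAS lines.

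Exons of Dnttip1 overlap those of Gm11457 on the other strand, and reads of both cannot be told apart without strand. The log2 fold change of Dnttip1 lay between -1.34 and -1.15 when 1 library was left out, but the call held only without MIDEAS-/- replicate 1 (adjusted p = 0.0671) and was lost without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 2 or 3 (adjusted p from 0.102 to 0.484).

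**Figure D1:**
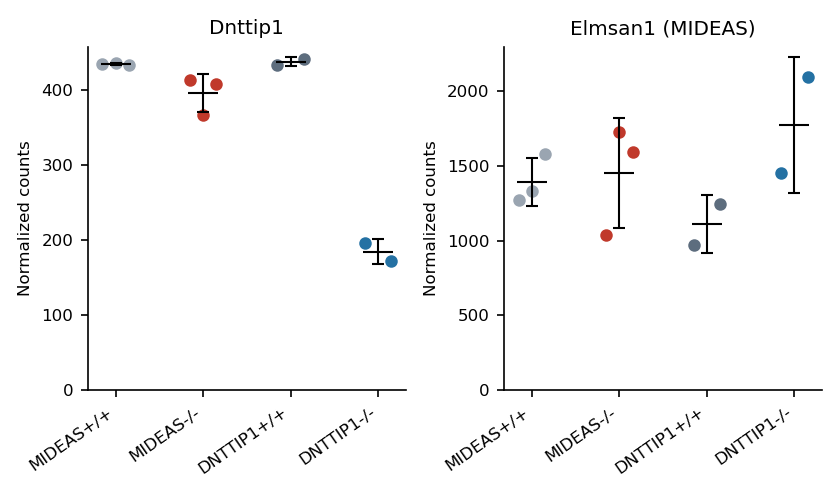
Normalized counts of Dnttip1 and Elmsan1 in each library (points), with the mean (horizontal line) and SD (bars) of each group. The DNTTIP1-/- libraries, at 197 and 173 normalized counts of Dnttip1, lie below every other library, and the Elmsan1 values of MIDEAS-/- and MIDEAS+/+ MEFs overlap.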

Interestingly, for both gene deletions, there was no apparent defect in cell proliferation or cell-cycle progression, consistent with the observed late developmental failure (Supplementary Fig. 6e–h). Importantly, however, we observed a significant increase in chromosome misalignment during metaphase in both MIDEAS^−/−^ and DNTTIP1-del1^−/−^ MEFs (Fig. 3c).

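MEFs are primary connective tissue cells grown from mouse embryos, here at embryonic day 13.5. RNA from 10 lines was sequenced: 3 wild-type (MIDEAS+/+) and 3 homozygous knockout (MIDEAS-/-) lines of the MIDEAS-del1 family, and 2 wild-type (DNTTIP1+/+) and 2 knockout (DNTTIP1-/-) lines of the DNTTIP1-del1 family, whose deletion removes 11 bp of exon 2. The paper describes the lines as independent. Its methods state that 2 µg of total RNA per line was enriched for mRNA and read on an Illumina instrument. Reads were trimmed with Trim Galore and Cutadapt, those under 35 bp were removed, and the rest were aligned to mm10 with STAR and deduplicated with Picard. The program that counted reads per gene, its strand setting and its annotation are not given in the sources used here.

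The authors deposited normalized counts for 53801 genes, which are reads per gene divided by 1 size factor per library. Every value was a whole multiple of the value of 1 read (tolerance 0.01), so the reads themselves could be recovered. They summed to 12339970 to 17660995 per library in MIDEAS+/+, 13483927 to 19761295 in MIDEAS-/-, 13039431 to 14326571 in DNTTIP1+/+ and 12890789 to 13681828 in DNTTIP1-/- MEFs, with a median of 13822918 over all libraries. The paper states a depth of 20 M reads per sample, and the values here use the counted reads. MIDEAS-/- replicate 1 stood apart from the other libraries of its group: its 10 most abundant genes took 9.38% of its reads, and its chi-square per gene was 61.7 against replicate 2 and 51.9 against replicate 3, beside 19.3 between those.

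For the comparisons, 16227 genes with a mean of at least 10 were tested as log2(value + 1) with limma (trend and robust empirical Bayes) in 1 fit over all 10 libraries in 4 groups. Adding 1 understates the change of genes with low values. Each knockout was set against the wild-type lines of its own family, and genes with a Benjamini-Hochberg adjusted p under 0.1, the paper's threshold applied to adjusted values, are called differentially expressed. The authors' deposited tables of each knockout hold a different comparison: the logarithm of their mean count correlated at 1 (MIDEAS, rounded) and 1 (DNTTIP1, rounded) with that of the mean over the knockout and all 5 wild-type libraries, and at 0.997 and 0.979 with that of the knockout and its own wild types.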

To further investigate the possible mechanisms for increased chromosome misalignment, heart malformation and likely haematopoietic failure, the total RNA was isolated from wild-type, MIDEAS^−/−^ and DNTTIP1^−/−^ MEF lines and used for RNAseq analysis. In total, 468 differentially expressed transcripts were common to both the MIDEAS and DNTTIP1 knockouts (Fig. 3d) with more transcripts showing increased than decreased expression (Fig. 3e). 

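In MIDEAS-/- MEFs, 917 genes were differentially expressed: 545 were higher and 372 lower than in MIDEAS+/+ MEFs. Among the genes whose 3 knockout libraries all lay beyond the 3 wild-type libraries, the collagen gene Col26a1 had the largest increase, from 4.84 ± 4.23 to 436 ± 179.7 normalized counts (SD, n = 3 each; log2 fold change 6.65, standard error 0.73, adjusted p = 0.00535 from limma). Olfml1 (6.33), the cytokine receptor gene Il31ra (5.15), the myocilin gene Myoc (5.05) and the ferritin receptor gene Scara5 (5.01) followed. By the same rule the largest decreases were in the apolipoprotein B gene Apob (-4.43), the late cornified envelope gene Lce1f (-4.20), Gm37565 (-4.15), the stromelysin gene Mmp10 (-4.14) and the plakophilin gene Pkp1 (-3.99), with adjusted p from 0.0181 to 0.0499. In DNTTIP1-/- MEFs, 5 genes passed the threshold, 4 higher and 1, Dnttip1 itself, lower. Of the 16227 genes, 1049 had an unadjusted p under 0.05, where a share of 0.05 would pass if no gene changed.

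The 4 genes that rose in DNTTIP1-/- MEFs also rose in MIDEAS-/- MEFs, where independent lists of these lengths would share 0.134 higher genes. They were the adrenoceptor gene Adrb1 (log2 fold change 3.66 in MIDEAS-/- and 2.82 in DNTTIP1-/-), the p38 kinase activator Map2k6 (2.88 and 3.03), the RNA-binding protein gene Raver2 (1.93 and 1.77) and the secreted Wnt antagonist Frzb (1.00 and 1.67). Their adjusted p was 0.0594 in DNTTIP1-/- MEFs for each of the 4 and 0.00192 to 0.0233 in MIDEAS-/- MEFs. The expected 0.134 takes the lists as independent, but both come from 1 fit with a common spread per gene. In separate limma fits per family, 0 genes passed in DNTTIP1-/- MEFs and 0 in both. The authors' deposited tables list 468 genes in both knockouts, 311 higher and 157 lower. Of these, 467 were tested here, and 367 were among the 917. All 467 had the same direction as in the authors' deposited tables in both comparisons with own-family wild types. They were chosen on these same libraries, so the shared direction is not independent evidence. Against all 5 wild-type libraries, limma called 851 genes in MIDEAS-/-, 126 in DNTTIP1-/- and 99 in both, 76 higher and 23 lower. Independent lists would share 2.98 and 0.690 higher and lower genes. Part of the excess over these numbers may come from the shared controls. Simulated unchanged groups shared 0, but groups without any effect give few calls to share. That 0 does not measure what the shared controls add to the overlap. DESeq2 on the recovered reads with own-family wild types called 1674 genes in MIDEAS-/-, 193 in DNTTIP1-/- and 150 in both in the same direction. With the replicate number as a block, limma called 2025, 82 and 71 genes in the same order. In the DNTTIP1 family the numbers go with Y-linked reads (replicate 1) or Xist reads (replicate 2). The main fit leaves that difference in the spread. With no trend, limma called 589 genes in MIDEAS-/- MEFs.

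Counts depended on single libraries: the 917 genes became 582 without MIDEAS+/+ replicate 1, 410 without MIDEAS-/- replicate 3, 386 without MIDEAS-/- replicate 2 and 264 without MIDEAS+/+ replicate 2. The 4 shared genes became 1 without MIDEAS+/+ replicate 1 or 3 and 0 without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2 or MIDEAS-/- replicate 2 or 3. The 5 genes of DNTTIP1-/- MEFs became 3 without MIDEAS+/+ replicate 2, 1 without MIDEAS+/+ replicate 1 or 3 and 0 without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2 or MIDEAS-/- replicate 2 or 3. A group of 2 that loses 1 library keeps a lone library, which is assumed to vary like the other groups. Adrb1 lost its DNTTIP1 call without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1 or 3 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.521). Map2k6 lost its DNTTIP1 call without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.460). Raver2 lost its DNTTIP1 call without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.484). Frzb lost its DNTTIP1 call without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.521). Il31ra lost its call without MIDEAS-/- replicate 2 (adjusted p up to 0.103). Myoc lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 (adjusted p up to 0.124). Scara5 lost its call without MIDEAS+/+ replicate 2 or 3 or MIDEAS-/- replicate 1 or 2 (adjusted p up to 0.191). Apob lost its call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.206). Gm37565 lost its call without MIDEAS+/+ replicate 2 (adjusted p up to 0.178). Mmp10 lost its call without MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 1 or 2 (adjusted p up to 0.196). Exons of Il31ra overlap Gm3226 on the same strand, and those of Myoc overlap Myocos and those of Raver2 overlap Jak1 and Gm22100 on the other.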

The changes in the common transcripts showed a clear correlation (*R*^2^ = 0.91) in both direction and magnitude of altered expression in MIDEAS^−/−^ and DNTTIP1^−/−^ cells, again confirming the co-dependence of MIDEAS and DNTTIP1 (Fig. 3f).

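Genes that changed in MIDEAS-/- MEFs moved mostly the same way in DNTTIP1-/- MEFs, in a comparison that shares no library with the first. Of the 545 genes higher in MIDEAS-/- MEFs, 526 (96.5%) had a positive log2 fold change in DNTTIP1-/- MEFs, and of the 372 lower genes, 335 (90.1%) had a negative one. The median log2 fold change in DNTTIP1-/- MEFs was 0.80 for the higher genes and -0.43 for the lower genes. Across the 4 genes called in both, the log2 fold changes had an r of 0.880 (r squared 0.774), across the 914 genes called in 1 knockout only 0.844 (0.454 at an unadjusted p under 0.1), and across all 16227 genes 0.520 (r squared 0.271). Across the 467 tested genes of the authors' shared list, a list chosen on these libraries, the own-family fold changes gave an r of 0.931 (r squared 0.868). The authors' deposited tables give an r squared of 0.912 for the 468. Genes are not independent replicates, so these correlations have no p-value.

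The difference between the effects of the knockouts passed the threshold for 0 genes by limma (453 at an unadjusted p under 0.05), 0 by edgeR and 12 by DESeq2, and for 2 by limma against all 5 wild-type libraries. With no difference, a share of 0.05 of the 16227 genes would have an unadjusted p under 0.05. Regrouping the 4 DNTTIP1 libraries lowered the correlation over the 917 genes from 0.845 to 0.493 when the replicates numbered 1 were set against those numbered 2, and to 0.286 in the remaining grouping. Of the 917 genes, 93.9% had the same direction in the genotype grouping, and 70.2% and 68.3% in these regroupings. Each regrouping was given the sign that made its correlation positive. The 917 genes were called with a spread that includes the DNTTIP1 libraries in their genotype groups, which favours that grouping in advance. These values therefore do not decide between the genotype and another structure of the DNTTIP1 libraries. Over all genes, 2 of 30 combinations of a split of the MIDEAS with one of the DNTTIP1 libraries, the genotype one included, gave an absolute r as large. Against all 5 wild-type libraries, which both comparisons then share, r over all genes was 0.689, where simulated unchanged groups gave 0.325 ± 0.0134 (SD over 20 simulations). The simulated noise was independent between genes, so this SD leaves out the spread that correlated genes add. It therefore cannot tell how far 0.689 lies beyond chance. The covariance was 0.232, beside 0.0441 in the simulations, a difference of 0.187, and 0.179 with own-family wild types. Without DNTTIP1+/+ replicate 2 the r over all genes was 0.253, and without DNTTIP1-/- replicate 1 it was 0.314. The paper takes the correlation in direction and magnitude of its shared genes as a further sign that MIDEAS and DNTTIP1 depend on each other. It also bases this on protein levels after siRNA knockdown, the embryo phenotypes, cancer dependency data and the structure.

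**Figure D2:**
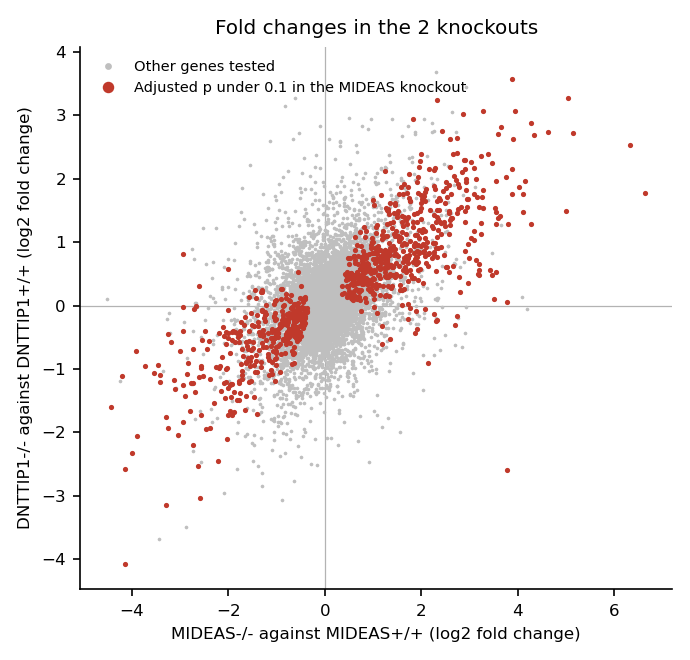
Log2 fold changes of the 16227 genes in MIDEAS-/- (horizontal axis) and DNTTIP1-/- MEFs (vertical axis), each against its own wild-type family. Red points are the 917 genes called in MIDEAS-/- MEFs and grey points the other genes tested; most red points have the same sign on both axes.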

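Among called genes of Wnt signalling, cadherins and axon guidance, more rose than fell in MIDEAS-/- MEFs. Limma's camera test called none of these lists as a whole when the correlation between genes was estimated. Of 68 tested genes of Wnt signalling, 14 rose and 3 fell (29 and 5 adjusted over the list alone). Genes of Wnt receptors that rose were Fzd4 (log2 fold change 2.00, standard error 0.26, adjusted p = 0.00874 from limma), Ror1 (1.65, adjusted p = 0.00680) and Lrp4 (1.35, adjusted p = 0.00963). Of 36 cadherins and non-clustered protocadherins, cell adhesion proteins, 6 rose and 1 fell (15 and 2 adjusted over the list alone). Cdh4 (3.04, adjusted p = 0.00543), Dchs1 (1.33, adjusted p = 0.0116) and Pcdh7 (0.62, adjusted p = 0.0367) were among those that rose. Of 66 axon guidance genes, 9 rose and 3 fell (17 and 5 adjusted over the list alone). The ephrins Efnb3 (2.60) and Efna5 (0.85) and the semaphorin Sema5a (2.03) rose, and the netrin Ntn4 (-1.04) fell. The lists were written from textbook knowledge, but the study found their themes in these libraries, so their direction is not independent evidence.

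Among these lists, the Wnt gene Frzb was the 1 gene that passed the threshold in DNTTIP1-/- MEFs by limma and by edgeR. At an unadjusted p under 0.05, 14 Wnt genes were higher and 1 lower, 14 cadherins and 15 axon guidance genes were higher and 0 of these lower. DESeq2 called 7, 5 and 1 genes of the Wnt, cadherin and axon guidance lists, all higher. Adjusted over the list alone, 11 Wnt genes and 11 cadherins were higher, 1 Wnt gene was lower, and 0 axon guidance genes passed. Fzd4 had 1972 ± 176 normalized counts in DNTTIP1-/- and 643 ± 129.6 in DNTTIP1+/+ MEFs (SD, n = 2 each; log2 fold change 1.63, adjusted p = 0.209 from limma). Cdh4 had a log2 fold change of 2.26 (adjusted p = 0.202) and Efnb3 of 1.28 (adjusted p = 0.495).

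As lists, the 3 groups were higher relative to other genes in limma's camera test, with adjusted p of 2.62e-05 for Wnt signalling, 3.57e-04 for cadherins and 0.00257 for axon guidance in MIDEAS-/- MEFs. In the same order they were 4.85e-07, 1.08e-07 and 1.39e-07 in DNTTIP1-/- MEFs. None was called with an estimated correlation between genes: adjusted p with an estimated correlation = 0.250, 0.541 and 0.329 in MIDEAS-/-, and 0.0789, 0.200 and 0.0789 in DNTTIP1-/- MEFs. Limma's fry tests whether the genes of a list move on balance one way. In the same order its adjusted p was 0.0301, 0.178 and 0.0583 in MIDEAS-/-, and 0.0443, 0.127 and 0.0433 in DNTTIP1-/- MEFs. Markers of other cell types moved in MIDEAS-/- MEFs too: those of smooth muscle and myofibroblasts were lower (camera, adjusted p = 3.68e-04; adjusted p = 0.541 with an estimated correlation) and those of chondrocytes and osteoblasts higher (camera, adjusted p = 1.50e-04; adjusted p = 0.329 with an estimated correlation). In DNTTIP1-/- MEFs, markers of chondrocytes and osteoblasts and of adipocytes were higher (camera, adjusted p = 0.00926 for each). With an estimated correlation their camera adjusted p was 0.347 and 0.373. The wild types differed in the chondrocyte and osteoblast list. Its mean level (log2, relative to the 10 libraries) was -1.29 to -0.35 in MIDEAS+/+ and 0.050 and 0.56 in DNTTIP1+/+ MEFs. The numbers of Wnt genes higher and lower in MIDEAS-/- MEFs became 12 and 1 without DNTTIP1-/- replicate 1 or 2, 10 and 0 without MIDEAS+/+ replicate 1, and 7 and 0 without MIDEAS+/+ replicate 2. They were 16 and 0 without MIDEAS+/+ replicate 3, 11 and 1 without MIDEAS-/- replicate 1, and 9 and 1 without MIDEAS-/- replicate 2 or 3. The numbers of cadherins higher and lower became 3 and 1 without MIDEAS+/+ replicate 1, 2 and 0 without MIDEAS+/+ replicate 2, and 7 and 0 without MIDEAS+/+ replicate 3. They were 8 and 0 without MIDEAS-/- replicate 1, and 3 and 0 without MIDEAS-/- replicate 2 or 3. The numbers of axon guidance genes higher and lower became 6 and 1 without MIDEAS+/+ replicate 1, 3 and 1 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2, and 9 and 1 without MIDEAS-/- replicate 1. They were 5 and 1 without MIDEAS-/- replicate 3. The numbers of Wnt genes higher and lower in DNTTIP1-/- MEFs became 0 and 0 without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1 or 3 or MIDEAS-/- replicate 2 or 3. Without MIDEAS+/+ replicate 2, Fzd4 passed in place of Frzb (adjusted p = 0.0776 for Fzd4). Pcdh7 lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3 (adjusted p up to 0.128). Sema5a lost its call without MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.113). The axon guidance list lost its call in MIDEAS-/- MEFs with an adjusted p of 0.0826 without MIDEAS-/- replicate 2. Exons of Dchs1 overlap Gm15645, and those of Pcdh7 a gene without a common name, on the other strand.

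**Figure D3:**
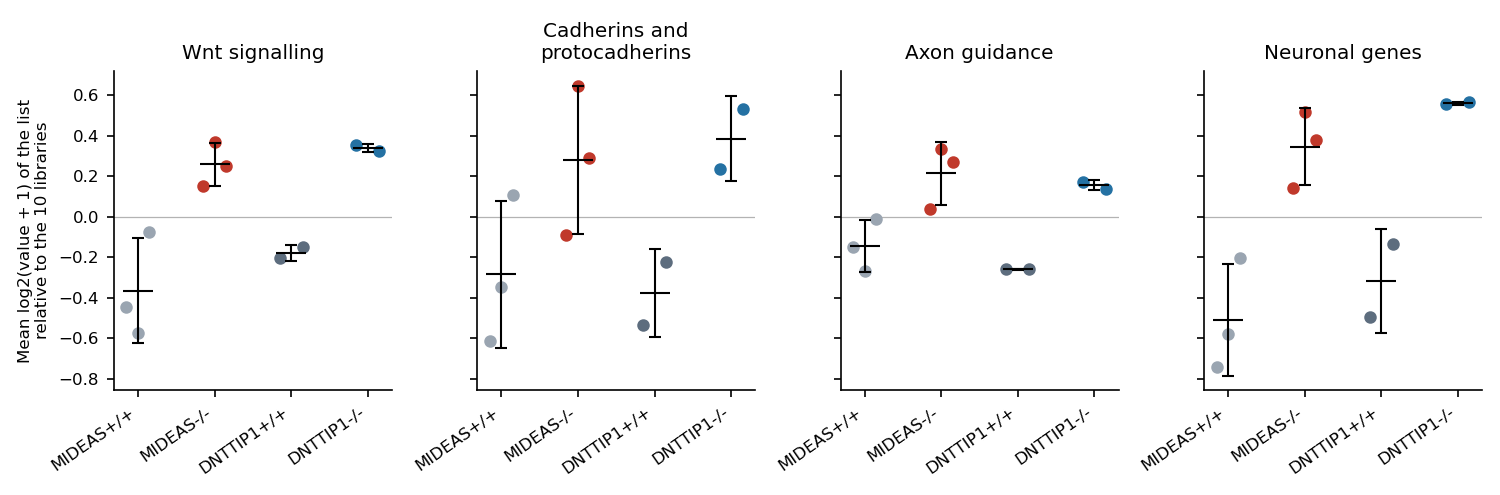
Mean log2(value + 1) of the genes of 4 lists in each library, relative to the mean of the 10 libraries (points), with the mean and SD of each group (horizontal line and bars). In all 4 lists the mean of each knockout lies above that of its own wild type, and in the cadherin list the libraries of the MIDEAS groups overlap.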

DAVID^23^ and Panther^24^ pathway analyses indicate that the set of overlapping, upregulated genes from the knockout cell lines are enriched in genes involved in developmental pathways, in particular Wnt signalling, Cadherin signalling and axon guidance. 

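Single genes of growth factor signalling changed in both directions in MIDEAS-/- MEFs. Of 33 FGF signalling genes, Fgf18 rose (log2 fold change 1.63, standard error 0.44, adjusted p = 0.0859 from limma), and Fgf2 (-1.03, adjusted p = 0.0245) and the Sprouty-related inhibitor Spred3 (-0.97, adjusted p = 0.0351) fell. Of 16 EGF receptor signalling genes, the receptor gene Egfr rose (0.52, adjusted p = 0.0394), and the ligand genes Ereg (-1.32, adjusted p = 0.0556) and Hbegf (-1.37, adjusted p = 0.0999) fell. Of 28 angiogenic ligands and receptors, 4 rose and 2 fell. Angpt1 (2.22), Angpt2 (1.61) and Angptl1 (2.95), angiopoietins and a related gene, were among the former, and the platelet-derived growth factor gene Pdgfb (-2.74) among the latter. Adjusted over the list alone, 2 FGF genes, 1 EGF gene and 6 angiogenic genes were higher and 2, 2 and 6 were lower. The study found these themes in the same libraries, so a direction of these lists is not independent evidence.

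By camera, none of the 3 lists was called as a whole in MIDEAS-/- MEFs (adjusted p = 0.342 for FGF, 0.607 for EGF and 0.915 for angiogenesis). The median log2 fold change of the angiogenic list was -0.035 and the mean 0.16, while the test pointed to lower values. The FGF list was higher in DNTTIP1-/- MEFs (camera, adjusted p = 5.96e-04; adjusted p = 0.0789 with an estimated correlation), a call lost without DNTTIP1-/- replicate 2 (adjusted p = 0.0554). There the EGF and angiogenic lists had adjusted p of 0.377 and 0.738. In that comparison 0 genes of the 3 lists passed by limma or by edgeR. At an unadjusted p under 0.05, 4 FGF, 1 EGF and 2 angiogenic genes were higher and 2 angiogenic genes lower. DESeq2 called 1 FGF gene higher and 1 angiogenic gene in each direction. Adjusted over the list alone, 1 FGF gene was higher, 0 EGF genes passed, and 1 angiogenic gene was higher and 1 lower. The FGF target Etv5 had a log2 fold change of 0.61 in DNTTIP1-/- MEFs (adjusted p = 0.349 from limma).

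Fgf18 lost its MIDEAS call without DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.310). Spred3 lost its MIDEAS call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3 (adjusted p up to 0.144). Egfr lost its MIDEAS call without MIDEAS+/+ replicate 2 or 3 or MIDEAS-/- replicate 3 (adjusted p up to 0.152). Ereg lost its MIDEAS call without MIDEAS+/+ replicate 2 or 3 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.219). Hbegf lost its MIDEAS call without MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.355). Angpt1 lost its MIDEAS call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.179). Pdgfb lost its MIDEAS call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 2 (adjusted p up to 0.170). The numbers of FGF genes higher and lower in MIDEAS-/- MEFs became 0 and 2 without DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1 or MIDEAS-/- replicate 1 or 2, 0 and 1 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3, and 2 and 2 without MIDEAS+/+ replicate 3. The numbers of EGF genes higher and lower became 1 and 1 without MIDEAS+/+ replicate 1 or MIDEAS-/- replicate 1, 0 and 0 without MIDEAS+/+ replicate 2 or 3 or MIDEAS-/- replicate 3, and 1 and 0 without MIDEAS-/- replicate 2. The numbers of angiogenic genes higher and lower became 3 and 0 without MIDEAS+/+ replicate 1, 2 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2, and 2 and 3 without MIDEAS-/- replicate 1. They were 2 and 1 without MIDEAS-/- replicate 3. Exons of Fgf2 overlap Gm43439 on the same strand and Nudt6 on the other, and those of Spred3, Ereg, Angpt1 and Angptl1 overlap Ggn, Gm19610, Gm17473 and Gm37802 on the other strand.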

Other pathways affected include FGF and EGF signalling and angiogenesis (Fig. 3g; Supplementary Fig. 5e and Supplementary Table 2). 

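Among called genes typical of neurons, more rose than fell in MIDEAS-/- MEFs. Limma's camera test did not call the list as a whole when the correlation between genes was estimated. Of 43 tested neuronal genes out of 63 listed, 9 rose and 0 fell (18 and 1 adjusted over the list alone). Of them, 1 was lower at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2. The neurofilament gene Nefl (log2 fold change 3.88, standard error 0.64, adjusted p = 0.0181 from limma), the secretogranin gene Scg2 (2.99, adjusted p = 0.0139) and the calcium sensor gene Vsnl1 (2.49, adjusted p = 0.0278) were among those that rose. Of 17 neural progenitor transcription factors, 2 rose, Ebf1 (1.48, adjusted p = 0.0429) and Ebf3 (1.10, adjusted p = 0.0107), and 3 were higher and 1 lower adjusted over the list alone. Of 13 markers of glia and neural crest, the myelin basic protein gene Mbp fell (-1.97, adjusted p = 0.0636), and 2 were higher and 1 lower adjusted over the list alone. Brain development is a theme the study found in these libraries, so the direction of these lists is not independent evidence.

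Over all genes, 0 genes of the 3 lists passed in DNTTIP1-/- MEFs by limma or edgeR. At an unadjusted p under 0.05, 12 neuronal genes were higher and 1 lower, 2 progenitor genes were higher, and 1 glial gene was higher and 2 lower. DESeq2 called 5 neuronal genes and 1 progenitor gene, all higher. Adjusted over the list alone, 9 neuronal genes and 1 progenitor gene were higher, and 0 glial genes passed. Nefl had a log2 fold change of 3.58 there (adjusted p = 0.270 from limma).

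The neuronal list was higher relative to other genes in camera in MIDEAS-/- (adjusted p = 1.89e-05; adjusted p = 0.250 with an estimated correlation) and in DNTTIP1-/- MEFs (adjusted p = 3.70e-08; adjusted p = 0.0789 with an estimated correlation). By camera the progenitor list had adjusted p of 0.139 and 0.0969, and the glial list of 0.321 and 0.252. Limma's fry gave the neuronal list adjusted p of 0.0281 and 0.0433 in MIDEAS-/- and DNTTIP1-/- MEFs. Its adjusted p was 0.178 and 0.291 for the progenitor list and 0.622 and 0.657 for the glial list. Markers of another cell type, chondrocytes and osteoblasts, were also higher on balance in MIDEAS-/- MEFs (median log2 fold change 0.73, 6 of 24 called higher), and those of smooth muscle and myofibroblasts lower (median -0.37, 2 of 16 called lower). Neither list was called with an estimated correlation (adjusted p = 0.329 and 0.541 with an estimated correlation). The mean level of the chondrocyte and osteoblast list in MIDEAS-/- libraries, 0.019 to 0.31, did not exceed that of DNTTIP1+/+ replicate 2, 0.56. The numbers of neuronal genes higher and lower in MIDEAS-/- MEFs became 8 and 1 without DNTTIP1-/- replicate 1 or 2, 4 and 0 without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 2, and 5 and 0 without MIDEAS-/- replicate 3. The numbers of progenitor genes higher and lower became 1 and 0 without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1 or 2. The numbers of glial genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 1 or 2. The numbers of chondrocyte and osteoblast genes higher and lower became 2 and 0 without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1 or 3, and 3 and 0 without MIDEAS-/- replicate 2. The numbers of smooth muscle genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3, 0 and 5 without MIDEAS-/- replicate 1, and 0 and 1 without MIDEAS-/- replicate 2. Vsnl1 lost its call without MIDEAS+/+ replicate 2 (adjusted p up to 0.108). Ebf1 lost its call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1 or 2 (adjusted p up to 0.182). Mbp lost its call without MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 1 or 2 (adjusted p up to 0.170). Exons of Nefl and Ebf3 overlap Nefm and Gm45278 on the other strand.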

Interestingly, analysis based on tissue specificity suggests that many of these genes are involved in brain development (Fig. 3h). Normally, these genes would not be expected to be expressed in fibroblasts. It is likely that one of the roles of the MiDAC complex is to repress expression of these genes.

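In wild-type MEFs the neuronal genes Nefl, Scg2 and Vsnl1 had low counts. They were picked from the neuronal genes that rose, which favours low wild-type counts, so they do not stand for the whole list. Nefl had 3.49 ± 1.47 normalized counts (SD, n = 3) in MIDEAS+/+ and 16.8 ± 14.8 (SD, n = 2) in DNTTIP1+/+ MEFs. Scg2 had 5.46 ± 2.06 and 11.0 ± 3.68 normalized counts, and Vsnl1 12.9 ± 3.80 and 16.2 ± 1.97, in the same groups. In MIDEAS-/- MEFs the normalized counts of Nefl, Scg2 and Vsnl1 were 69.7 ± 38.5, 50.0 ± 14.3 and 82.3 ± 46.2 (SD, n = 3), and in DNTTIP1-/- MEFs 196 ± 136, 19.2 ± 5.31 and 43.5 ± 24.4 (SD, n = 2). All of these means lie below that of the fibroblast proteoglycan gene Dcn, which had 746 ± 229.8 normalized counts (SD, n = 3) in MIDEAS+/+ and 1163 ± 521 (SD, n = 2) in DNTTIP1+/+ MEFs. Normalized counts are not scaled by gene length, which limits comparisons between genes. The members of the neural progenitor list that rose, Ebf1 and Ebf3, were not low in wild-type MEFs. They are therefore not particular to neural cells here and say nothing about genes silent in fibroblasts. Ebf1 and Ebf3 had 705 ± 136 and 692 ± 102 normalized counts (SD, n = 3) in MIDEAS+/+ MEFs. In DNTTIP1+/+ MEFs they had 899 ± 458 and 739 ± 32.5 (SD, n = 2). Single wild-type libraries had 2.23 to 27.3 normalized counts of Nefl, Scg2 and Vsnl1.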

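More genes rose than fell in MIDEAS-/- MEFs: 59.4% of the differentially expressed genes were higher, and their median log2 fold change was 1.51, beside -1.05 for the lower genes. The numbers were close at an unadjusted p under 0.1, 1985 higher and 1946 lower (50.5%), and with the replicate number as a block they were 1109 and 916 (54.8%). Higher and lower genes numbered 360 and 222 without MIDEAS+/+ replicate 1, 187 and 77 without MIDEAS+/+ replicate 2, 490 and 236 without MIDEAS+/+ replicate 3, 217 and 169 without MIDEAS-/- replicate 2, and 238 and 172 without MIDEAS-/- replicate 3. Of the tested neuronal genes, 29 of 43 had a positive log2 fold change in MIDEAS-/- and 38 of 43 in DNTTIP1-/- MEFs. The adrenoceptor gene Adrb1 went from 14.1 ± 3.37 to 186 ± 4.98 normalized counts (SD, n = 3 each) on loss of MIDEAS and from 34.2 ± 11.2 to 243 ± 41.7 (SD, n = 2 each) on loss of DNTTIP1. The normalized counts of Map2k6 went from 93.3 ± 30.7 to 669 ± 90.0 (SD, n = 3 each) and from 128 ± 35.7 to 1041 ± 220.1 (SD, n = 2 each).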

Gene ontology analysis also identified some genes involved in cell-cycle regulation (Supplementary Table 3), and gene set enrichment analysis (GSEA; Broad Institute^25^) showed that there was a reduction in the expression of transcripts associated with mitotic spindle organisation (Supplementary Fig. 5f and Supplementary Table 4). This provides a possible explanation for the increased misalignment seen in knockout MEFs and siRNA knockdowns of MIDEAS and DNTTIP1.

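Few genes of cell division changed. Of 97 tested genes of mitotic spindle organisation, 2 rose and 0 fell in MIDEAS-/- MEFs (0 and 0 adjusted over the list alone). The kinetochore genes Spc24 (log2 fold change 0.57, standard error 0.16, adjusted p = 0.0889 from limma) and Ska2 (0.46, adjusted p = 0.0996) rose. The microtubule-binding genes Nusap1 (0.56, adjusted p = 0.107) and Stmn1 (0.54, adjusted p = 0.117) did not pass. At an unadjusted p under 0.05, 12 spindle genes were higher and 1 lower in MIDEAS-/- MEFs, and edgeR called 3 and DESeq2 7, all higher. Of the 97, 0 passed in DNTTIP1-/- MEFs by limma, edgeR or DESeq2, or over the list alone (4 were higher at an unadjusted p under 0.05). Of 50 genes of DNA replication and S phase, 0 passed by limma in either knockout, over all genes or over the list alone. Among them 7 were higher in MIDEAS-/- and 1 in DNTTIP1-/- MEFs at an unadjusted p under 0.05, and edgeR and DESeq2 called 1 each, higher, in MIDEAS-/- and 0 in DNTTIP1-/- MEFs. The ubiquitin ligase gene Dtl had a log2 fold change of 0.52 in MIDEAS-/- MEFs (adjusted p = 0.229).

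The median log2 fold change of the spindle list was 0.11 in MIDEAS-/- and 0.23 in DNTTIP1-/- MEFs (camera, higher, adjusted p = 0.0196 and 9.44e-08; adjusted p = 0.797 and 0.563 with an estimated correlation). That of the replication list was 0.13 and 0.18 (camera, higher, adjusted p = 0.00226 and 1.50e-04; adjusted p = 0.747 and 0.667 with an estimated correlation). Spindle organisation is a theme the study reports from these libraries, so the list is not independent evidence of a direction. Against all 5 wild-type libraries, the comparison of the authors' deposited tables, the direction in MIDEAS-/- MEFs turned to lower for both lists (camera, adjusted p = 0.693 for the spindle and 0.812 for the replication list). The adjusted p of the spindle list in MIDEAS-/- MEFs was 0.168 without MIDEAS+/+ replicate 2, 0.0797 without MIDEAS-/- replicate 2 and 0.946 without MIDEAS-/- replicate 3. For the replication list it was 0.526 without MIDEAS-/- replicate 3 there, and 0.110 without DNTTIP1+/+ replicate 1 and 0.168 without DNTTIP1-/- replicate 2 in DNTTIP1-/- MEFs. Spc24 and Ska2 lost their calls without any 1 of the 10 libraries (adjusted p from 0.104 to 0.346). The numbers of spindle genes higher and lower in MIDEAS-/- MEFs became 0 and 0 without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 3, and 1 and 0 without MIDEAS-/- replicate 2. Stmn1 passed without MIDEAS-/- replicate 2 (adjusted p = 0.0564) and Dtl without MIDEAS-/- replicate 1 (adjusted p = 0.0501). The numbers of replication genes higher and lower became 1 and 0 without MIDEAS-/- replicate 1 or 2. Exons of Stmn1 overlap Gm23634 on the same strand, and those of Ska2 and Nusap1 overlap Gm11491 and Oip5 on the other.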

### The MiDAC dimer complex reveals a distinct mode of assembly

The finding that MiDAC has a unique functional role that cannot be compensated for by other HDAC complexes prompted us to ask whether the assembly of the complex might also be unique and so sought to determine the structure. We have shown previously that a complex with full-length HDAC1, full-length DNTTIP1 and the ELM2-SANT domain from MIDEAS forms a stable 450-kDa tetramer in solution—a size suitable for structure determination using cryo-EM^26^ (Fig. 4a). We explored a number of conditions to prepare samples of this complex for cryo-EM. Maps obtained from a grafix cross-linked tetrameric complex were limited to only around 15-Å resolution. Gentler cross-linking resulted in a sample that was partly dissociated during grid preparation, and both dimers and tetramers were observed. By careful masking we were able to obtain maps of the dimer at ~6-Å resolution, but only 23-Å resolution for the tetramer (Supplementary Fig. 7). It became apparent that the DNA-binding domain of DNTTIP1 could not be observed in maps of either the dimer or tetramer, suggesting that it is flexibly attached. To overcome this issue, we prepared a smaller complex lacking the DNA-binding domain of DNTTIP1 (Fig. 4b). We also included InsP6 and an HDAC inhibitor (SAHA) since both have previously been shown to stabilise the HDAC3:SMRT complex^27^. This smaller complex was cross-linked on ice and frozen onto UltrAuFoil EM grids. We collected 2752 micrographs using a Volta Phase Plate on a Titan Krios G3 with a Falcon III camera (Fig. 4c). As before, we observed a mixture of dimeric and tetrameric particles and were able to obtain detailed class averages (Fig. 4d, e). In all, 126,484 particles were included in the final ~4-Å map of the dimeric complex with C2 symmetry applied (Fig. 5a; Supplementary Figs. 8 and 9a–c and Supplementary Table 5). For the tetramer, 63,222 particles were included in the final 4.5-Å map with D2 symmetry applied (Supplementary Figs. 8 and 9d–f and Supplementary Table 5). Both the dimer and tetramer grids suffer from some preferential orientation and map anisotropy (Supplementary Fig. 9).

**Fig. 4:**
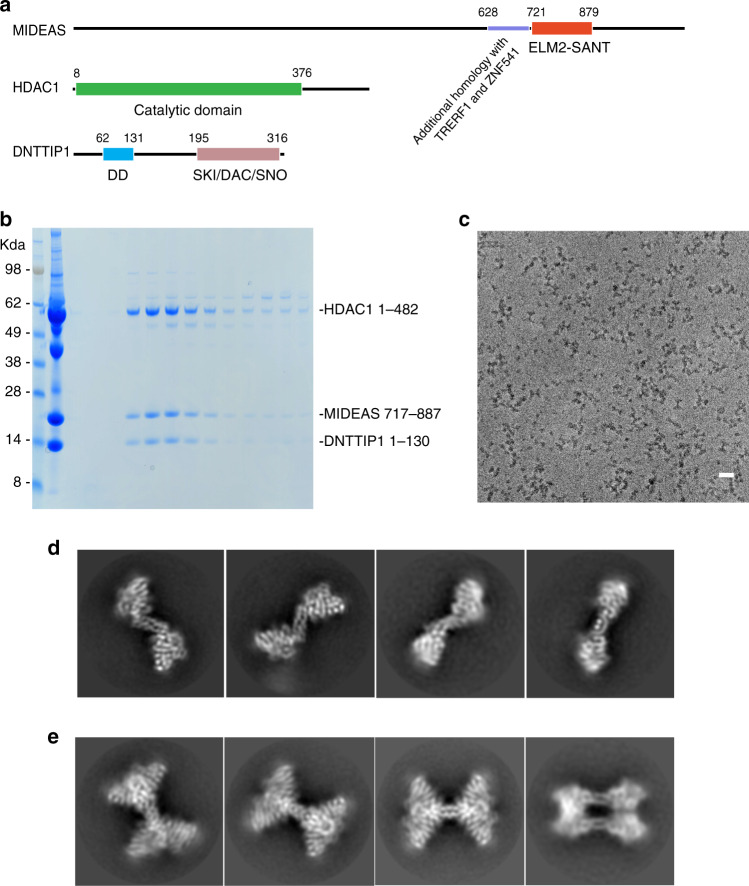
Cryo-electron microscopy of the MiDAC complex. **a** Schematic of the domain structures of MIDEAS, HDAC1 and DNTTIP1: components of the MiDAC complex. **b** SDS-PAGE of the gel-filtration purification of the MiDAC complex on a Superdex-S200 column. **c** Section of an electron micrograph of the MiDAC complex. Scale bar: 20 nm. **d** 2D class averages of the dimer complex from Relion3. **e** 2D class averages of the tetramer complex from Relion3.

**Fig. 5:**
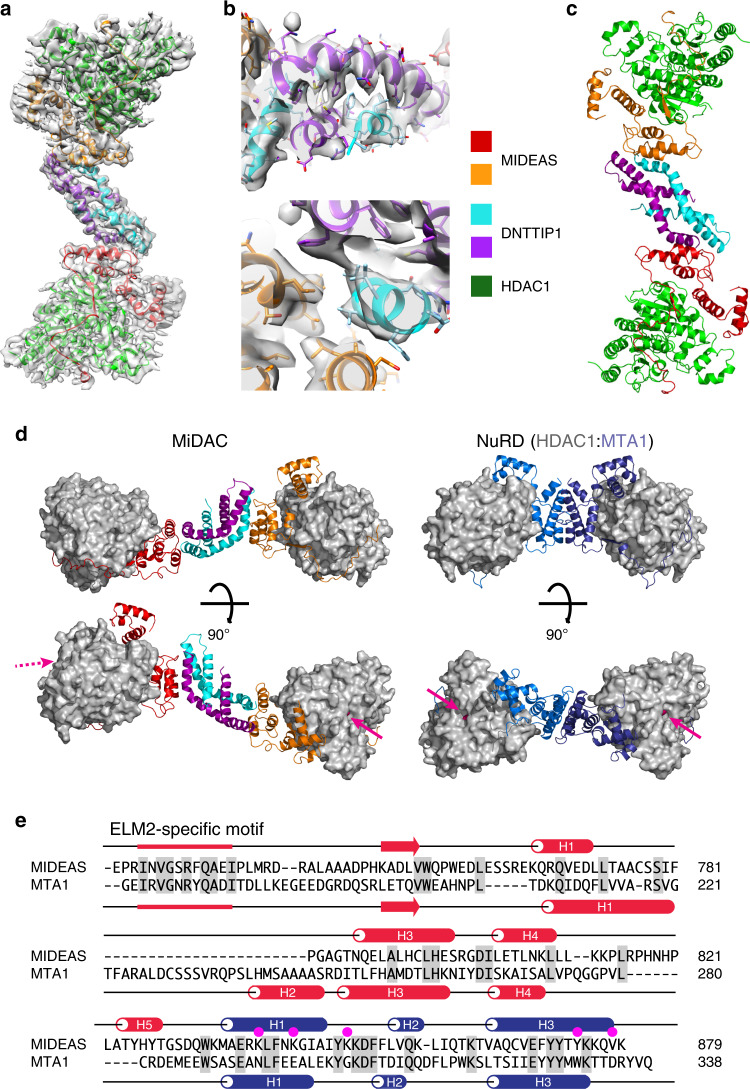
The structure of the dimeric MiDAC complex. **a** Post-processed cryo-EM map of the dimeric complex from Relion3 with protein chains shown as cartoons. Map contour level is 0.024—Chimera. **b** Closeup of the dimerisation domain of DNTTIP1 and a closeup of the dimerisation domain of DNTTIP1 interacting with MIDEAS. Map contour level is 0.024—Chimera. **c** Cartoon representation of the dimeric MiDAC complex. **d** Comparison of the MiDAC complex with the NuRD complex. The active sites are shown with magenta arrows. The dotted magenta arrow indicates that the active site is at the back. **e** Structural alignment of MIDEAS with MTA1. The alpha-helices are shown as cylinders, and the beta-strand as an arrow. The ELM2 domain is shown in red, and the SANT domain in blue. Identical residues are shaded grey, and residues at the tetramer interface are indicated by magenta spots.

The known crystal structures of HDAC1^3^ and the dimerisation domain of DNTTIP1^26^ could easily be recognised in the maps and were docked accordingly. The crystal structures of HDAC1 and the dimerisation domain of DNTTIP1 fitted extremely well in the EM maps and no attempt was made to rebuild the side chains of these proteins. Models for the MIDEAS co-repressor protein were obtained using iTASSER and PHYRE based on the MTA1 structure from the HDAC1:MTA1 crystal structure^3,28,29^. MIDEAS was rebuilt into the map taking into account secondary structure predictions. Rigid body refinement of all three proteins and one round of simulated annealing were used to optimise the fit into the map and to remove obvious clashes. Density for the InsP6, but not the SAHA, was clearly visible in the map (Supplementary Fig. 10a).

The structure of the dimeric complex has an overall S shape (Fig. 5a). It reveals that the ELM2 domain from MIDEAS does not mediate dimerisation. This was unexpected since the homologous ELM2 domain from MTA1 directly mediates dimerisation in the NuRD complex^3^. Instead, the MIDEAS ELM2 domain interacts with the DNTTIP1 dimerisation domain which mediates the dimeric assembly (Fig. 5b, c). The consequence of this is that the HDAC1 catalytic subunits are arranged very differently, located much farther apart, with the HDAC1 active sites on opposite ends of the dimer (Fig. 5d). This is a complete contrast with the NuRD complex in which MTA1 dimerisation results in the HDAC1 active sites being positioned on the same face of the complex (Fig. 5d).

A structure-based alignment of the ELM2-SANT domains from MIDEAS and MTA1 reveals the differences that give rise to the distinct architectures of the two complexes (Fig. 5e). The first helix of MTA1-ELM2 is significantly longer than the equivalent helix in MIDEAS. The shorter helix in MIDEAS mediates a tight interaction with a non-polar groove between the end of the long helices of the DNTTIP1 dimer (Supplementary Fig. 10b). Other differences are that MIDEAS lacks helix 2 of the ELM2 domain which contributes to the homodimer interface in MTA1 (Fig. 5e). MIDEAS also has an extra helix before the linker leading to the SANT domain. The SANT domains of MIDEAS and MTA1 are very similar in structure to each other and to the SANT domain of the SMRT protein that binds to HDAC3^2^ (Supplementary Fig. 10c). One of the regions of MIDEAS most similar to other ELM2-SANT domain co-repressor proteins is the ELM2-specific motif which binds in an extended conformation in a conserved groove on HDAC1 (Supplementary Fig. 10c). This interaction appears to be important for tethering the co-repressor such that it wraps around the catalytic domain of the HDAC.

### MiDAC tetramerization is mediated by both MIDEAS and DNTTIP1

The final map of the tetrameric particles was refined using D2 symmetry to ~4.5 Å (Supplementary Figs. 8 and 9). The DNTTIP1 dimerisation domain and the core of HDAC1 are somewhat more ordered than other parts of the structure (Supplementary Fig. 9e). The tetrameric complex clearly contains a dimer of the dimeric complexes with no obvious structural perturbations (Fig. 6a, b). The arrangement is such that the DNTTIP1 dimerisation domains are symmetrically juxtaposed, but do not directly interact (Fig. 6b; Supplementary Fig. 11). The two S-shaped dimers are rotated 180° with respect to each other with the four HDAC subunits positioned at the periphery of the tetramer, which results in a striking three-dimensional X-shaped complex (Fig. 6b; Supplementary Fig. 11). This three-dimensional X-shape of the tetrameric complex positions the active sites of the four HDACs at the extremities of the complex (Fig. 6c).

**Fig. 6:**
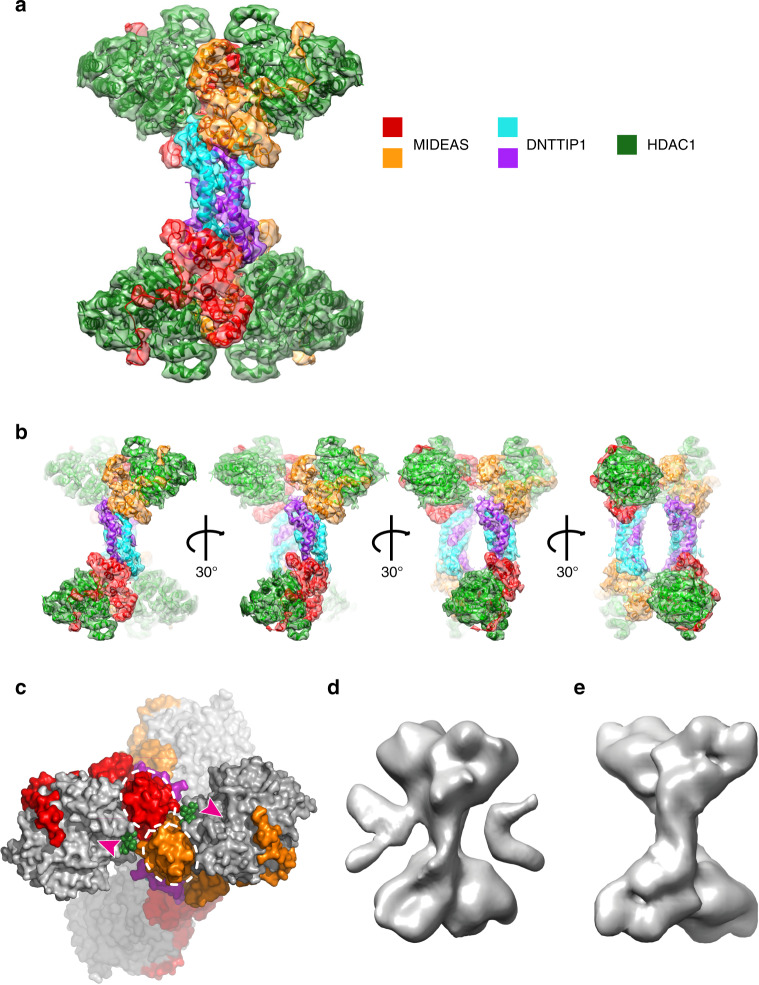
The structure of the tetrameric MiDAC complex. **a** Post-processed cryo-EM map of the tetrameric complex from Relion3 with the protein chains shown as cartoons. The map is coloured according to the protein. Map contour level is 0.015—Chimera. **b** 30° rotations of the MiDAC tetramer with enhanced depth-cue. **c** End-on view of the MiDAC illustrating the interactions between the MIDEAS-SANT domains and InsP6 at the tetramerisation interface. The InsP6 is shown in green, the HDACs in grey surface and the positions of the HDAC1 active sites are indicated with magenta arrowheads. The MIDEAS-SANT domains are indicated by white dotted ovals. **d** Cryo-EM map of the complex with the DNA-binding domain from DNTTIP using C1 symmetry and no mask. **e** Cryo-EM map of the complex with the DNA-binding domain from DNTTIP using D2 symmetry and a mask.

The tetramerisation interface between the two dimers is mediated by interactions between the SANT domains (Fig. 6c). Residues Lys849, Tyr874 and Val878 contribute to the interface between the two neighbouring SANT domains (Supplementary Fig. 10d). These residues are not conserved in MTA1 (Fig. 5e). Interestingly, Lys839 and Lys843 appear to be in a position to interact with the inositol phosphate that is bound to the neighbouring dimer, although there is no apparent density for the side chains (Supplementary Fig. 10d, e). This may explain why it was only possible to obtain a high-resolution map of the tetramer in the presence of inositol phosphate (7.7 Å vs 4.5 Å). A further obvious effect of the InsP6 was to significantly improve the local resolution of the core of the HDAC1, consistent with the proposed mechanism of activation^27^ (Supplementary Fig. 10f).

In addition to the interactions between the SANT domains it appears that the residues N-terminal to the DNTTIP1 dimerisation domain are crossing over to interact with the neighbouring tetramer. Unfortunately, the quality of the map in this area does not enable de novo model building (Supplementary Fig. 10g). The importance of the N-terminal region of DNTTIP1 for tetramerisation is supported by biochemical experiments which suggest that a complex lacking residues 1–49 of DNTTIP1 is no longer tetrameric based on a size-exclusion column (Supplementary Fig. 12).

### Position of the DNTTIP1 chromatin-binding domain

We also analysed cryo-EM grids of complexes containing full-length DNTTIP1, including the DNA-binding domain (Supplementary Figs. 7 and 12e–g). However, we were only able to achieve low-resolution (~23 Å) maps with this complex. The overall shape of the complex (with no symmetry applied) is the same as the complex without the DBD, but there is additional, ill-defined density, presumably from the DBD, around the middle of the complex (Fig. 6d). This suggests that the DBDs are flexibly linked to the tetrameric core.

Interestingly, when we masked the tetrameric core of the complex and applied D2 symmetry, we were only able to improve the resolution to 16 Å (Fig. 6e). It is not clear whether the flexible DBDs are introducing genuine structural heterogeneity into the core of the complex or whether the DBDs prevent the processing algorithms from generating an accurate alignment of the particles.

Flexible attachment of DBDs to the rest of the protein is a common feature of DNA-binding proteins and is reminiscent of the DNA-binding domain of the telomere-binding protein TRF1 which can bind to telomeric sequences with widely variable spacings^30^. Flexibility would allow the complex to interact with chromatin in different conformations.

## Discussion

HDACs 1 and 2 are assembled into multiple distinct complexes. Specific proteins in each of these complexes target them to particular chromatin loci, depending on the role of the particular complex. Many of the complexes use a conserved ELM2-SANT domain to mediate interaction with the HDAC catalytic subunit. The SANT domain creates a binding site for inositol phosphates at the interface with the HDAC which controls activation of the enzyme^3,27^.

In the MiDAC complex, the large ELM2-SANT protein MIDEAS (1045 aa), recruits HDAC1 or 2. The third component of the complex is the relatively small protein DNTTIP1 (329 aa) which contains both a dimerisation domain and DNA-binding domain^26^. Our co-immunoprecipitation studies clearly support an in vivo interaction between the three proteins in the complex. The proteins also appear to be expressed, co-localise and co-immunoprecipitate throughout the cell cycle. This is in apparent contrast to the findings of Bantscheff et al., who showed the complex was purified on HDAC-inhibitor coupled resin specifically when cells were blocked in mitosis using nocodazole^12^. This could be explained if the active site in the MiDAC complex is more accessible in cells during mitosis.

siRNA depletion of either MIDEAS or DNTTIP1 suggests that the MiDAC complex does indeed play a role in cell division. In both knockdowns, we observed a significant increase in chromosome misalignment during mitosis presumably due to loss of efficient chromosome congression mechanisms. HDAC complexes have been previously found to be required for normal mitosis. For example, we have previously observed that knockouts of HDAC1 and/or HDAC2 in mouse ES cells results in lagging chromosomes in the anaphase, formation of micronuclei and monopolar spindles^31^. It has also been reported that knockout of HDAC2 in mouse embryos results in misaligned chromosomes and reduced kinetochore function via increased H4K16 acetylation during oocyte maturation^32^. Others have shown that the HDAC3 NCoR complex localises to the mitotic spindle and knockdown of HDAC3 resulted in a collapsed mitotic spindle and chromosome alignment defects^33^. It was proposed that this could be the result of increased H3K4 acetylation at centromeres preventing normal di-methylation and protein recruitment^34^ or alternatively deacetylation of nuclear distributed protein C (NuDC), a protein that regulates mitotic progression^35^.

Interestingly, siRNA depletion of either MIDEAS or DNTTIP1 resulted in degradation of the other protein, suggesting that the three-way interaction is obligate. This interdependency is supported by multiple lines of evidence. First, the mouse deletions show that the embryos die at the same stage with exactly the same phenotype. Second, the Cancer Dependency Map shows a strong co-dependency for DNTTIP1 and MIDEAS (https://depmap.org/portal/). Finally, the cryo-EM structure of the MiDAC complex shows that interactions between MIDEAS and DNTTIP1 are essential to establish the striking tetrameric X-shaped architecture.

Although DNTTIP1 is unique in the human genome, there are two genes that encode proteins with significant homology in the central ELM2-SANT domain of MIDEAS. These are TRERF1 which is expressed in most tissues, and ZNF541, which is expressed almost exclusively in testes. It is likely that ZNF541 and TRERF1 assemble alternative versions of the complex. Similarly, we have shown that both HDAC1 and HDAC2 are present in MiDAC complexes in U2OS cells and are likely to co-exist in the same complex. This fits with previous proteomic studies which show that MIDEAS interacts with both HDAC1 and HDAC2^12–14^. Hein et al. also showed that tagged MIDEAS pulls down the homologous protein TRERF1 so it is possible that MIDEAS and TRERF1 co-exist in the same complex^14^. ZNF541 is not observed in these proteomic experiments, which is to be expected since its expression is restricted to the testes.

The near-atomic resolution cryo-EM structure does not include the DNA-binding domain of DNTTIP1. It also lacks the N-terminal (716 aa) and C-terminal (158 aa) regions of MIDEAS that are predicted to be in large part disordered^36^. The dimerisation domain of DNTTIP1 is critical for the assembly of the complex since it interacts with the ELM2 domain of MIDEAS and dictates the relative positioning of the HDACs in the dimer. This dimerisation domain is unique to DNTTIP1 such that to date, no other proteins in HDAC complexes or elsewhere have been found to have a similar structure (Pfam name: DNTTIP1_dimer). Tetramerisation of the complex is mediated by the back surface of the MIDEAS-SANT domain. Interestingly, the tetrameric arrangement brings the inositol phosphate-binding sites on the two dimers in close proximity such that two conserved basic residues in the SANT domain of one MIDEAS are able to interact across the tetramerisation interface with the inositol phosphate in the adjacent dimer (Supplementary Fig. 10e). This would suggest that inositol phosphates may be particularly important for MiDAC activity.

Whilst the MiDAC complex is unique in having four HDAC subunits, several other class I HDAC complexes are also multimeric. The MTA proteins in the NuRD complex forms a dimeric architecture with two copies of HDAC1/2^3,37^. Analogously, SDS3 in the Sin3 complex mediates dimerisation assembling two HDAC1/2 enzymes^38^. The SMRT/NCoR complex is built round a tetrameric TBL1 scaffold that again recruits two copies of HDAC3^2,11^. We suggest that the relative orientation and spacing of the HDAC active sites is likely to be important for the function and specificity of these complexes such that the relative orientations of the multiple HDAC enzymes in the different complexes might target different conformations of chromatin. Certainly, the multivalent nature of the MiDAC complex is highly likely to be important for the efficient and processive deacetylation of chromatin domains so as to decommission gene promoters and enhancers. Given the overall size of the MiDAC complex and the outward-facing HDAC active sites at the complex extremities, it is likely that MiDAC is able to simultaneously target multiple nucleosomes. These distinct features of the MiDAC complex may be related to the fact that it appears to lack regions that direct recruitment to specific transcription factors and likely targets chromatin directly with the DNTTIP1 DNA-binding domain.

Our low-resolution structure of the larger MiDAC complex containing the DNA-binding domains of DNTTIP1 strongly suggests that they are flexibly linked to the core complex and are positioned around the waist of complex. We have previously shown that the MiDAC complex seems to prefer binding to linker DNA in chromatin^26^. It is attractive to imagine that these domains recruit the complex to open chromatin and that the flexible linker enables the core tetramer to deacetylate adjacent nucleosomes or nucleosomes in the local proximity. Such flexibly attached DNA-binding domains are a common theme in chromatin-targeted complexes e.g., the telomere-binding complex^30^^.^

To understand the physiological function of MiDAC, we used CRISPR to create mice lacking either MIDEAS or DNTTIP1. Importantly, both *Mideas*^−/−^ and *Dnttip1*^−/−^ homozygotes die at the same developmental stage and with identical failure in heart development and haematopoiesis. These findings are important since they reveal that the MiDAC complex is essential for life and the loss cannot be compensated for by other complexes containing class I HDACs. The identical phenotype and gene expression changes of the two knockouts reinforces the finding that MIDEAS and DNTTIP1 are mutually interdependent. They also confirm that the chromosome misalignment phenotype of the knockdowns in cancer cell lines is due to loss of the MiDAC complex. Finally, the RNAseq data support the concept that MiDAC is a gene-regulatory complex, which has not been previously demonstrated.

The co-dependency of MIDEAS and DNTTIP1 fits well with the architecture of the complex revealed in the cryo-EM structure. However, it should be noted that the embryos survive to day e16.5 with many tissues appearing normal. This suggests that the increased mitotic chromosome misalignment phenotype observed in cell lines (and MEFs derived from the homozygous embryos) is not sufficient to perturb normal cell proliferation and differentiation. It is likely therefore that the failure of heart development and haematopoiesis is a more specific gene-regulatory defect. Other class I HDAC complexes have also been shown to be essential for embryo development including the NuRD, CoREST, SMRT/NCoR and Sin3 complexes. The cause of death and the stage at which the embryos die varies depending on the complex that is deleted, but are generally earlier than the MiDAC knockouts, suggesting that MiDAC may have a more specialised, although still essential function^39–43^. Knockouts of the *C. elegans* proteins SAEG-1 and SAEG-2 (orthologues of MIDEAS / TRERF1 and DNTTIP1, respectively) are not lethal but do cause defects in body length and other behavioural abnormalities^44^.

Transcriptomics in MEF cells derived from wild-type and both *Mideas*^−/−^ and *Dnttip1*^−/−^ mutant mice revealed that 468 genes are perturbed in both knockouts. Strikingly, the direction and magnitude of the change in RNAs from these overlapping genes are highly similar in the two knockouts. The majority of the perturbed genes are upregulated, consistent with the knockout of a transcriptional repression complex. Many of the perturbed genes/pathways are key for normal development, explaining the multiple developmental defects observed. However, the exact molecular mechanisms underlying these gene expression perturbations remain to be elucidated. 

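Among 11 tested septins, GTP-binding proteins that form filaments, Sept4 and Sept6 rose in MIDEAS-/- MEFs and 0 fell (3 higher and 1 lower adjusted over the list alone; 1 lower at an unadjusted p under 0.05 and 0 by edgeR or DESeq2). Sept4 (chromosome 11, 87568903 to 87590539) went from 27.2 ± 10.3 to 119 ± 21.3 normalized counts (SD, n = 3 each; log2 fold change 2.13, standard error 0.32, adjusted p = 0.0139 from limma). Sept6 on chromosome X had a log2 fold change of 0.87 (standard error 0.14, adjusted p = 0.0168 from limma). Both kept their calls when any 1 of the 10 libraries was left out. Of the 11, 0 passed over all genes in DNTTIP1-/- MEFs by limma or edgeR, and DESeq2 called 2 higher. At an unadjusted p under 0.05 2 were higher there, as were 2 adjusted over the list alone. In the DNTTIP1 knockout Sept4 had a log2 fold change of 0.82 (adjusted p = 0.785) and Sept6 of 0.63 (adjusted p = 0.410). Sept3, a septin of neurons, had log2 fold changes of 1.04 (adjusted p = 0.245) and 1.95 (adjusted p = 0.399) in the MIDEAS and DNTTIP1 knockouts. The log2 fold changes of Sept10 (-0.42, adjusted p = 0.181) and Sept8 (0.12, adjusted p = 0.622) in MIDEAS-/- MEFs did not pass. By camera the septin list had adjusted p of 0.262 and 0.181 in the MIDEAS and DNTTIP1 knockouts. Limma's fry, which tests whether the genes of a list move on balance one way, gave adjusted p of 0.0281 and 0.0699. In the same order, 6 and 8 of the 11 septins had a positive log2 fold change, and the median was 0.048 and 0.066. The study names septins from these libraries, so the list is not independent evidence. Exons of Sept4 overlap Gm11492 on the same strand, and those of Sept6 overlap Gm15008 on the other.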

Interestingly, Panther analysis identified a number of cell-cycle-associated genes including members of the septin family of GTP-binding proteins which have been implicated in chromosome alignment^45^. The trend towards an overall decrease in spindle organising proteins as seen from GSEA could provide an additional explanation for increased misalignment in the MIDEAS and DNTTIP1 knockout MEFs.

In conclusion, our structural and functional studies of the MiDAC complex reveal a striking molecular machine whose architecture appears to have evolved to facilitate processive chromatin deacetylation. The complex is clearly important for the regulation of many developmental genes and is essential for embryonic development.

## Methods

### Protein expression in HEK293F cells

The proteins of the MiDAC complex, DNTTIP1, MIDEAS and HDAC1, were expressed using the pcDNA3 vector in HEK293F suspension mammalian cells (Invitrogen). For purification of the complex, the MIDEAS construct was expressed with an N-terminal 10xHis-3xFLAG tag and a TEV protease cleavage site. Transient transfections were used to express the MiDAC complex, which involved mixing 0.1 mg of each plasmid (0.3 mg DNA total) with 30 ml of PBS (Sigma) and then adding 1.2 ml of 0.5 mg/ml PEI (Sigma). The suspension was vortexed briefly, incubated for 20 min at room temperature, then added to 300 ml of cells at a density of 1 × 10^6^ cells/ml. The transfected cultures were harvested 48 h after transfection.

### Large-scale purification of the HDAC1/MIDEAS/DNTTIP1 complex

HDAC1/MIDEAS/DNTTIP1 complexes were purified from 1.2 l of HEK293F cells. After sonication in a buffer containing 50 mM Tris/Cl pH 7.5, 100 mM potassium acetate, 10% (v/v) glycerol, 0.5% (v/v) Triton X-100 and Complete EDTA-free protease inhibitor (Roche) (buffer A), the insoluble material was removed by centrifugation. The complex was then bound to anti-FLAG resin (Sigma), washed twice with buffer A; three times with buffer B (50 mM Tris/Cl pH 7.5, 50 mM potassium acetate, 5% (v/v) glycerol, 0.5 mM TCEP); incubated with 0.5 mg RNaseA for 1 h at 4 °C and then washed five times with buffer B. TEV protease was then used to release the MiDAC complex from the resin overnight on a roller at 4 °C. The complex was gel filtrated on a Superdex-200 column (GE Healthcare) in 25 mM HEPES pH 7.5, 50 mM potassium acetate, 0.5 mM TCEP before making EM grids.

### Cryo-EM grid preparation

The peak fraction (0.5 ml) from the Superdex-200 column was concentrated to 0.8 mg/ml in a 0.5 ml Amicon Ultra centrifugal filter with a 10 kDa MWt cutoff. After concentration, the complex was placed on ice. In total, 50 µM SAHA (an HDAC inhibitor) and 50 µM InsP6 (an HDAC regulator) were added, followed by an equal volume of 0.25% glutaraldehyde. After 20 min on ice, the cross-linking was stopped with the addition of Tris/Cl pH 7.5 to 50 mM. Then 3 µl sample was applied to a 1.2/1.3 UltrAuFoil grid. The grid was blotted for 3 s, before plunge freezing, using a ThermoFisher Vitrobot MKIV at 4 °C and 100% relative humidity, and storing in liquid nitrogen.

### Cryo-EM data collection

Cryo-EM datasets were collected on a ThermoFisher Titan Krios G3 (EPU 1.9) operated at 300 kV with a Gatan Quantum Energy filter camera and a Volta Phase Plate with a defocus of −0.5 using a Falcon 3 camera with a nominal magnification of ×75,000 and a calibrated pixel size of 1.08 Å. A dose rate of 0.68 electrons per pixel per second in counting mode over 60 s and 75 fractions were used.

### Data processing

Relion3.0 was used to process the data^46^ (Supplementary Figs. 7 and 8). Particles were autopicked after creating references from manually picked particles. 2D class averaging was used to obtain an initial cleaned particle set. It was clear at this stage that the particles could be sub-categorised into dimer and tetramer. Further 2D classification was used to split each dataset into dimer and tetramer particles. After 3D classification, Refine3D, 3D classification without alignment, Refine3D, particle polishing and CTFrefine, a 4-Å map was obtained for the dimer and a 4.5-Å map for the tetramer.

### Map fitting and refinement

The crystal structures of the HDAC1 and the dimerisation domain of DNTTIP1 could be unambiguously fitted into the EM maps for both the dimer and the tetramer using Chimera. An iTASSER model for the MIDEAS generated based on the crystal structure of the MTA1 in the HDAC1:MTA1 complex provided a starting point to rebuild the MIDEAS protein. The MIDEAS model was rebuilt in Coot^47^ using a sharpened and blurred map generated using MRCtoMTZ in CCPEM^48^. In order to facilitate the rebuilding of the MIDEAS protein, a map masked with the HDAC1 and DNTTIP1 dimerisation domain was generated. After model rebuilding of the MIDEAS and fitting of the HDAC1 and DNTTIP1 crystal structures, the model was refined once in Phenix^49^ using a rigid body refinement followed by one round of simulated annealing to minimise the clashes. Figures were prepared using either Chimera or MacPymol.

### Animals

C57BL/6J mice were maintained in a specified pathogen-free (SPF) facility and used for mating between 6- and 26-weeks old. Mice were housed in individually ventilated cages on a 12 h day–night cycle in a temperature (21 ± 2 °C) and humidity-controlled (55 ± 10%) room. All mice had free access to water and were fed on the irradiated Teklad rodent diet (Envigo). All animals were kept in pairs and cages contained bedding made of corn cob with a nestlet (Datesand) and a cardboard tunnel for environmental enrichment. When breeding, one male was housed with two females until pregnancy was apparent, either by vaginal plug or an enlarged abdomen, when the female was separated. As a phenotype for heterozygous and homozygous knockouts was not known, in this study we sought to determine the viability of such mice using non-invasive genotyping from ear snips already taken for identification. Mice were culled by an approved technician by schedule 1 (dislocation of neck followed by cutting the femoral artery). Mouse embryos were culled by a trained technician by immersion in ice-cold PBS followed either by decapitation or submersion in fixative.

### Generation of CRISPR mice

MIDEAS and DNTTIP1 knockout mice were generated using CRISPR/Cas9 system^50^. crRNA (IDT) (20 ng/µl) designed to target either exon 2 of *Mideas* (ENSMUSE00000408326: TCCCTACTATAACCACCCGGAGG) or *Dnttip1* (ENSMUSE00000171721: AACATCGGCAGGTGCAGCGAAGG), 20 ng/µl tracrRNA and 20 ng/µl of Cas9 protein (IDT) were injected into 1-cell C57BL/6J mouse zygotes under standard micro-injection conditions. The resulting pups were analysed for modified alleles by PCR and then Sanger sequencing. Mosaic founders were back-crossed to wild-type mice to segregate alleles, resulting in −10-bp (*Mideas)* and −11-bp (*Dnttip1*) deletion mutants.

### DNA extraction and genotyping

When only genotyping was required, both mice and embryos were genotyped from DNA isolated from the ear and tail snips, respectively, using the HotSHOT method^51^. Briefly, alkaline lysis buffer (0.07% NaOH, 0.7 mM EDTA pH 8) was added to tissue samples and incubated at 95 °C for 30 min followed by 15 min at 4 °C. The lysis buffer was neutralised with an equal volume of 40 mM Tris-HCl pH 5. For histology, whole embryos were fixed in 10% formalin for 48 h. Before processing and embedding, a tail snip was taken, and DNA extracted using a previously described method^52^. Alkali digestion buffer (0.1 M NaOH, 1% SDS, pH 12) was added to tissue samples and incubated at 100 °C for 40 min. The sample was allowed to cool to room temperature before the addition of 25:24:1 phenol:chloroform:isoamyl alcohol. The sample was agitated for 5 min at room temperature and centrifuged at 10,000 *g* for 5 min. The upper aqueous layer was transferred to a new tube with chloroform, agitated for 5 min at room temperature and centrifuged as above. The upper aqueous layer was transferred to a new tube along with 0.6 volumes isopropanol and 0.1 volume 3 M sodium acetate, pH 5. The solution was mixed briefly before centrifugation at 10,000 *g* for 30 min at room temperature. The supernatant was decanted, and the pellet rinsed twice in 85% ethanol with centrifugation at 10,000 *g* for 5 min between washes. Ethanol was removed by a brief incubation at 60 °C and the pellet resuspended in 50 µl TE buffer (10 mM Tris-HCl, pH 8, 0.1 mM EDTA). Isolated DNA was then used for genotyping by PCR using DreamTaq green PCR master mix (ThermoFisher). Wild-type and mutant-specific primers for MIDEAS-del1 mice, WT: 318-bp (F: 5′-CTATAACCACCCGGAGGCAC-3′, R: 5′-GAAGGCAGTTGATGCATGG-3′) or 182-bp mutant (F: 5’-ACCTCCCTACTATAACCACTGA-3′, R: 5’-AAGACCTGACGGTTCACCTG-3′); DNTTIP1-del1 mice, WT: 220-bp (F: 5′-AGATCGGCGGCCCCTTCGCT-3′, R: 5’-GCGAGCTTTGGACATTGGTG-3′) or 351-bp mutated allele (F: 5′-GTCATCTGAGATCGGCGGCA-3′, R: 5′-AGCAATAACCCGAGCTTGCT-3′) were used. PCR amplification: 35 cycles of 95 °C for 30 s, 60 °C for 30 s and 72 °C for 1 min.

### Preparation of embryo sections for histology

Mouse embryos were fixed in 10% formalin for 48 h before processing using a Leica ASP300 processor. Briefly, embryos were incubated for 1 h in 10% formalin followed by ×7 1-h incubations with 99% IMS, ×2 1.5-h incubations with xylene and ×1 1-h and ×2 1.5-h incubations in wax baths. Processed embryos were oriented in metal moulds and embedded in wax. A microtome cut 4-µm sections of embryos for further staining. Haematoxylin and eosin staining was automated using a Leica ST4040 Linear Stainer with a standard protocol. Briefly, sections were washed three times with xylene followed by a wash with 99% IMS and 95% IMS. After one wash with water, sections were stained with haematoxylin. After a further three washes with water, slides were stained with eosin. Sections were then washed in the opposite order to that described above. Slides were mounted using DPX and imaged using a Leica M165 or Nikon eclipse TI microscope.

### Generation of mouse embryonic fibroblasts (MEFs)

Timed mates were set up as above and females culled by schedule 1 at e13.5. Embryos were removed from the yolk sacs and washed three times in PBS. Embryo heads, liver and heart were eviscerated, and the remaining body minced in trypsin. Cells were left for 45 min at 37 °C 5% CO_2_ before addition of complete DMEM. Cells were pipetted 15 times to form a single-cell suspension and transferred to a fresh 10-cm dish and cultured until confluent. MEFs were cultured for up to eight passages before reaching senescence.

### Cell culture

Unless otherwise stated, U2OS osteosarcoma (ATCC, #HTB-96) and HeLa adenocarcinoma (ATCC, #CCL-2) cells were cultured in DMEM/10% foetal calf serum (FCS)/1% penicillin/streptomycin (P/S) (complete DMEM). For RNAi experiments, cells were seeded at 3 × 10^5^ in Opti-MEM^®^/10% FCS. Embryonic stem (ES) cell lines were maintained on gelatinised plates in standard ES cell medium consisting of Knockout DMEM, 15% FCS, 1× glutamine/P/S, 100 µM β-mercaptoethanol and LIF (synthesised in house). Synchronisation was confirmed by flow cytometry. Cells were blocked by the addition of aphidicolin (1.6 µg/ml) (G1/S) or nocodazole (3.3 µg/ml) (G2/M) for 16 h and synchronised using the CDK inhibitor (CDKi; Ci) RO-3306 (10 µM) for 14 h followed by 2 h with nocodazole (30 ng/ml) before release. For protein expression, 293F cells were cultured in Freestyle media, as previously described^53^. All cells were cultured at 37 °C in a 5% CO_2_ atmosphere.

### Generation of MIDEAS-FLAG in ES cells

CRISPR/Cas9 (sgRNA: GCCCGGCAATAGGATCCAGCAGG) was used to modify exon 13 of the mouse *Mideas* gene in E14 embryonic stem (ES) cells. The stop codon was replaced with 3× copies of the FLAG epitope. Following co-transfection of the sgRNA/Cas9 plasmid (10 µg) and ssODN (5 µg), 500 cells were plated onto a 10-cm dish, cultured for 10 days, and the resulting colonies screened for the modified allele using PCR and then western blotting.

### Transient transfection of GFP-MIDEAS and mCherry-DNTTIP1

U2OS (~8 × 10^5^) were seeded using complete DMEM into six-well plates and allowed to adhere overnight at 37 °C 5% CO_2_. Plasmids and lipofectamine^®^ were diluted in Opti-MEM^®^ and incubated for 5 min at room temperature. The separate solutions were mixed and incubated for a further 20 min at room temperature before being added dropwise to the U2OS cells. Cells were incubated at 37 °C for 48 h in 5% CO_2_ to allow for protein expression. Cells were then fixed for immunofluorescence or lysed directly with SDS sample buffer prior to western blotting.

Oligonucleotides used to generate GFP-MIDEAS and mCherry-DNTTIP1 constructs are provided in Supplementary Table 6.

### Generation of FLAG-DNTTIP1 stable cell line

To generate a stable doxycycline (DOX) inducible siRNA-resistant FLAG-DNTTIP1 U2OS cell line, primers were designed to incorporate two silent mutations in the siRNA target sequences directed against DNTTIP1. These were introduced sequentially using PCR. A full-length DNTTIP1 PCR product with an N-terminal FLAG tag incorporating mutations in both sequences was cloned into a PiggyBac vector that contained a puromycin selection gene. The PiggyBac vector and a vector encoding transposase (Systems Bioscience, #PB210PA-1) were transiently transfected into U2OS cells using lipofectamine^®^. After 24 h, 80,000 cells were seeded into a 10-cm dish and grown in complete DMEM with 0.8 µg/ml puromycin. A minimum of 12 individual colonies were expanded and induced for 24 h with 1 μg/ml DOX. FLAG expression was tested by western blotting.

Oligonucleotide’s used to generate DNTTIP1 siRNA-resistant DOX inducible U2OS cell line are provided in Supplementary Table 6.

### Knockdown of MIDEAS and DNTTIP1 using siRNA

Two siRNAs directed against either MIDEAS or DNTTIP1 (see below) were transfected into cells using Oligofectamine^TM^ reagent. Briefly, in separate tubes, individual siRNA or Oligofectamine^TM^ was diluted in Opti-MEM^®^ and incubated at room temperature for 5 min. The siRNA/Opti-MEM^®^ mixture was added to the Oligofectamine^TM^ and incubated at room temperature for a further 20 min. Cells that had been seeded the day before in Opti-MEM^®^ 10% FCS were transferred to just Opti-MEM^®^, and the transfection mixture was added dropwise. After incubation for 6 h, Opti-MEM^®^ with 30% FCS was added and the cells incubated for a further 72 h to achieve knockdown.

siRNA sequences and sources used in this study:

- MID_si1–5′-UCUGAAGAGAAGCGGAAAA-3′ (Dharmacon^TM^, #J-031938-19)
- MID_si2–5′-AAACAGAGACAUUCAGUAAtt-3′ (Ambion^®^, #s40760)
- DNT_si1–5′-CCCACACCUCUUUAAGUAUtt-3′ (Ambion^®^, #s41923)
- DNT_si2–5′-CCUUGGAACAUAAUGAUAAtt-3′ (Ambion^®^, #s41294).

### Real-time qPCR

For relative mRNA expression by qPCR, RNA was purified from cells using the quick RNA mini prep kit (Zymo Research). Briefly, cells were lysed in lysis buffer, cleared by centrifugation and gDNA removed using a spin-away^TM^ filter. An equal volume of 100% ethanol was added to the flow through and transferred to a Zymo-Spin^TM^ IIICG column. The RNA was bound to the column, washed once with RNA wash buffer and the membrane incubated with DNase 1 for 15 min. The column was washed once with RNA prep buffer followed by two washes with RNA wash buffer before elution with 100 µl DNase/RNase-free water. The concentration and quality of the RNA were analysed using a nanodrop. cDNA was synthesised from 1 µg of the total RNA using 5× qScript reaction mixture and qScript reverse transcriptase (Quanta Bioscience). cDNA was synthesised using the following programme: 22 °C, 5 min; 42 °C, 30 min; 85 °C 5 min; 4 °C. cDNA was diluted 1 in 5 and stored at −20 °C. Real-time qPCR was carried out using the SensiFAST^TM^ kit (Bioline) with 400 nM forward and reverse primer and 2 µl cDNA. In this study, primers for human MIDEAS (Qiagen; QT00076160), DNTTIP1 (Qiagen; QT00069664), HDAC1 (Qiagen; QT00015239) and the housekeeping gene β2-microglobulin (Qiagen; QT00088935) were used and PCR product amplified with 35 cycles of 95 °C for 10 s, 60 °C for 30 s and 72 °C for 1 min using a CFX Connect^TM^ real-time system (Bio-Rad).

### Cell-cycle analysis

To determine cell-cycle distribution, cells were washed once with PBS before fixation with −20 °C 70% (v/v) ethanol at 4 °C for 30 min. Cells were washed two times with PBS and incubated with 50 μg propidium iodide (PI) and RNaseA (10 μg/ml, thermoFisher) for 16 h at 4 °C. Samples were analysed using a BD Accuri^TM^ C6 flow cytometer (BD Biosciences) and FCSalyzer software v0.9.15-alpha. Gating strategies used for each cell type are shown in Supplementary Fig. 13.

### Immunofluorescence microscopy

Cells were grown on acid-treated coverslips and fixed with −20 °C methanol or 4% paraformaldehyde (PFA) followed by permeabilisation with 0.2% Triton X-100/PBS. Following fixation/permeabilisation, cells were washed three times in PBS and blocked with 2% BSA/PBS for 30 min. All subsequent antibody incubations were carried out in PBS with 3% BSA. Primary antibodies used in this study were rabbit anti-MIDEAS (1:50; Atlas #HPA003111), rabbit anti-DNTTIP1 (1:100; Abcam #ab174663), rabbit anti-HDAC1 (1:200; Abcam #ab109411), anti-α-tubulin (rabbit: 1:1000, ThermoFisher #PA5-19489; mouse: 1:2000, Sigma #T9026) and mouse anti-cenpA (1:1000; Abcam #ab13939). Cells were dual stained for 1.5 h and then washed three time with PBS. Primary antibodies were detected with goat anti-rabbit 488 and goat anti-mouse 594 antibodies (1:200; Invitrogen #A32731 #A32742, respectively). DNA was stained with Hoechst 33258 (0.2 μg/ml). After two final washes in PBS followed by two washes in dH_2_O, coverslips were mounted in 80% glycerol, 3% n-propylgalate mounting medium. Cells were imaged using a Leica SP5 laser-scanning confocal microscope with the 63x oil immersion lens. Chromosome misalignment was defined when microtubules were perpendicular to condensed chromosomes with co-localisation of DNA and cenpA outside the microtubule region.

### Isolation of cytosolic and nuclear proteins

Cytosolic, soluble nuclear and insoluble nuclear proteins were isolated using a commercial kit (Abcam #ab219177) following the manufacturer’s instructions. Briefly, cells were washed once in ice-cold PBS and lysed with cytosolic extraction buffer. After incubation on ice, nuclei were pelleted by centrifugation at 1000 *g* for 3 min at 4 °C, and cytosolic proteins transferred to a clean microfuge tube. Nuclei were lysed using soluble nuclear lysis buffer and the suspension incubated on ice for 15 min, vortexing every 5 min. Insoluble material was pelleted by centrifugation at 5000 *g* for 3 min at 4 °C, and the soluble nuclear fraction transferred to a clean microfuge tube. Insoluble nuclear lysis buffer was added to the DNA:protein pellet and disrupted by intermittent sonication (10 s on, 10 s off). Isolated protein fractions were stored at −80 °C. Each buffer was supplemented with 200× protease inhibitor cocktail and DTT supplied with the kit.

### Immunoprecipitation

Protein A or G Dynabeads^®^ (1.2 mg; Life Technologies) were washed with lysis buffer and incubated with primary antibodies for 30 min at 4 °C. In this study, primary antibodies used were rabbit anti-MIDEAS (Atlas), rabbit anti-DNTTIP1 (Abcam), a rabbit polyclonal IgG control (Abcam #ab37415), mouse anti-FLAG (Sigma #F3165) and a mouse monoclonal IgG control (Santa Cruz #sc-2025) (all 1 μg). In some cases, IgG or antibody was covalently coupled to Dynabeads^®^ using BS3 (ThermoFisher #A39266). Antibody-coupled Dynabeads^®^ were washed once with conjugation buffer (20 mM sodium phosphate, 0.15 M NaCl, pH 8) and suspended in conjugation buffer with 5 mM BS3. The antibody/Dynabeads^®^ suspension was rotated for 30 min at room temperature and cross-linking quenched by addition of 1/20 volume 1 M Tris/HCl, pH 7.5 and rotation for 15 min at room temperature. The cross-linked Dynabeads^®^/antibodies were washed three times in lysis buffer before proceeding with the IP. Protein lysates were added to the antibody-coupled Dynabeads^®^ and incubated at 4 °C for 16 h with gentle mixing. Immunoprecipitates were washed three times in lysis buffer and re-suspended in an appropriate amount of buffer for downstream applications.

### SDS-PAGE and western blotting

Separation and detection of proteins by SDS-PAGE and western blotting was carried out using NuPAGE 4-12% Bis-Tris gels (Invitrogen) and a semi-dry transfer system using nitrocellulose membranes. Membranes were blocked for 1 h at room temperature using 5% milk TBS/T and incubated in primary antibody diluted in blocking buffer overnight at 4 °C. For western blotting, antibodies used were rabbit anti-MIDEAS (1:300, Atlas), rabbit anti-DNTTIP1 (1:500, Abcam), anti-HDAC1 (rabbit: 1:500, Abcam; mouse: 1:400, Santa Cruz), mouse anti-HDAC2 (1:1000, Sigma, #05-814), mouse anti-FLAG (1:2000, Sigma), goat anti-LaminB (1:1000, Santa Cruz) and rabbit anti-α-tubulin (1:1000, ThermoFisher). Goat anti-mouse HRP (1:2000, #12-349), goat anti-rabbit HRP (1:2000, #12-348), donkey anti-goat HRP (1:5000, #AP180P) (all from Sigma), goat anti-rabbit 800CW (1:10000, #925-32211) and goat anti-mouse 680RD (1:10,000, #925-68070) (both from Li-COR, IRDye^®^) secondary antibodies were incubated with membranes for 1 h at room temperature and detected using either enhanced chemiluminescence (ThermoFisher) or an Odyssey CLx digital imaging system (LI-COR).

### Histone deacetylase activity assay

HDAC activity was measured using Boc-Lys(Ac)-AMC substrate (BaChem #4033972). Immunoprecipitated complexes were left bound to the Dynabeads^®^ without cross-linking of antibodies. In some cases, immunoprecipitates were pre-incubated in the presence or absence of either InsP6 (100 μM) or SAHA (5 μM) for 30 min at room temperature with gentle agitation. Immunoprecipitates and Boc-Lys(Ac)-AMC substrate (500 µM final concentration) were used in a final volume of 50 µl in lysis buffer. After incubation at 37 °C for 30 min and 200 rpm, the assay was developed with the addition of 50 µl of developer solution (50 mM Tris/HCl pH 7.5, 100 mM NaCl, 2 mM Trichostatin A, 10 mg/ml Trypsin). Fluorescence was measured at 335/460 using a Victor X5 plate reader (Perkin Elmer). Technical duplicates were performed a minimum of three times, and the data were analysed using GraphPad Prism (version 7.0, GraphPad Software, Inc.).

### Generation and analysis of RNAseq data

RNAseq data were collected using total RNA from wild-type and knockout MIDEAS and DNTTIP1 cell lines. Briefly, the total RNA was extracted from MEF cells using the quick RNA mini prep kit (described above), quality checked using a bioanalyzer and shipped at 2 µg on dry ice to Novagene (China). Samples were enriched for mRNA before double-strand cDNA synthesis. Adaptor sequences, containing an overhang, were ligated to the cDNA. After fragmentation, the library was quality tested before Illumina sequencing. Each sample was read to a depth of 20 × 10^6^ reads. The data files were processed in house. Adaptor sequences were trimmed using the Trim Galore! wrapper for Cutadapt, with the default settings. Sequences shorter than 35 bp were removed. The trimmed reads were then aligned to the most recent *Mus musculus* genome (MM10), using the STAR aligner with the default settings. Transcripts were deduplicated, with Picard, sorted and indexed (SAMtools) before analysis using DESEQ2 software in R to generate principle component plots for the data. Comparisons of gene expression differences were carried out between wild-type samples and the MIDEAS and DNTTIP1 knockout samples. Differences were deemed significant with a *P*-value of <0.1.

### Study approval

All animal experiments conformed to the British Home Office Regulations (Animals (Scientific Procedures) Act 1986). The project was approved by the Animal Welfare and Ethical Review Board (AWERB) at the University of Leicester under Project licence P16D64BDE (Dr Amanda Pickard) and PEBDF7FCB (Prof Shaun Cowley) following the principles of the 3Rs and ARRIVE guidelines.

### Statistical analysis

All data graphs are presented as mean ± SEM, and accompanying statistics were generated using GraphPad Prism software. Statistical tests and replicate number for each individual experiment is stated in the accompanying figure legend.

### Materials availability

Unique reagents generated in this study are available from the lead contact with a completed Materials Transfer Agreement.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The EM maps for the dimer and tetramer are available from EMDB under the accession codes EMD-11041 and EMD-11042. The coordinates for the dimer and tetramer models are available from the PDB under the accession codes 6Z2J and 6Z2K. The RNAseq data that support the findings of this study have been deposited in GEO with the primary accession code GSE144748. The source data underlying Figs. 1–3 and Supplementary Figs. 1, 3, 4, 5, 6, 9 and 12 are provided as a Source Data file. All other data are available from the corresponding authors on reasonable request.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

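The data are RNA-seq libraries of 10 MEF lines from embryos at day 13.5: 3 MIDEAS+/+, 3 MIDEAS-/-, 2 DNTTIP1+/+ and 2 DNTTIP1-/- lines. According to the paper, the authors trimmed adaptors, removed reads under 35 bp, aligned to mm10, removed duplicates and used DESeq2. The submitters' processing notes list Trim Galore 0.4.5, cutadapt 1.11, STAR 2.5.2b, SAMtools 1.3.2, Picard and DESeq2. Removing duplicates from RNA-seq reads lowers the counts of highly expressed genes more than those of others, and that step is already in the values.

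The deposited signal per gene and library is a normalized count: reads divided by 1 size factor per library, set by the authors over all 10 libraries in 1 table. All values (100.0000% in each library, tolerance 0.01) were whole multiples of the value of 1 read. The deposited tables of the authors' comparisons hold log2 fold changes and p-values of genes with an adjusted p under 0.1, a score for the mean count and a score for the Wald statistic; they are used for the counts, overlaps, mean counts and correlation credited to them. The reads recovered from the deposited counts summed to 12339970 to 19761295 per library, and genes with few reads are measured less precisely. Of 53801 genes, 53620 had a name in the reference table and 53706 a place in the mm10 annotation. Exons of 1204 tested genes overlap another gene on the same strand and those of 4623 overlap a gene on the other strand; as no strand setting is given, reads of such pairs cannot be told apart. Reads shared between near-identical copies were not examined.

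From these values, log2(value + 1) was tested with limma 3.58.1 in R 4.3.3 (trend and robust empirical Bayes) over the 16227 genes (30.16%) with a mean of at least 10, in 1 fit over all libraries, so that 4 groups share 1 estimate of the spread. The contrasts were MIDEAS-/- against MIDEAS+/+, DNTTIP1-/- against DNTTIP1+/+ and the difference between them. Genes with a Benjamini-Hochberg adjusted p under 0.1 are called. Correlations of fold changes are across genes. Of 32 gene lists, 31 had at least 5 tested genes, and the one left out holds germline genes. For these, camera was run with an inter-gene correlation of 0.01, adjusted over the lists of a contrast, with a threshold of 0.05, then with an estimated correlation, and fry was run beside it. The lists, the contrasts, the alternatives and the rule for named genes were fixed before the data were examined, and lists of pathways that the study reports were written knowing the study.

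The rule for named genes takes the genes called in both contrasts with the largest changes and no overlap between knockout and wild-type libraries, the 5 higher and 5 lower of each contrast with the largest change by the same rule, every gene the study names, the up to 4 members of each list with the smallest p, and sex-linked markers. It gives 148 genes, and the text names a part of them, picked after their values were seen, mainly called members of lists.

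The fits were tested on simulated data with the real means and library sizes, each simulation over 16227 genes. In the MIDEAS comparison, limma recovered 48% of genes changed by 1 on the log2 scale and 83% of those changed by 2, and called 0.0749% of unchanged genes. In the DNTTIP1 comparison it recovered 29% and 65%, and called 0.0624% of unchanged genes. No pair of libraries in a group differed by less than the sampling noise (chi-square per gene from 18.2 to 61.7 over genes with at least 20 reads in the pair).

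Alternatives were other pseudocounts, filters and scalings, separate fits per family, all 5 wild-type libraries as controls, the replicate number as a block, other thresholds, no trend, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald) on the recovered reads, each library left out in turn, and chromosomes X and Y left out. A library left out of a group of 2 leaves a lone library, which is assumed to vary like the other groups. DESeq2 of each knockout against all 5 wild-type libraries was added after seeing that the authors' tables hold this comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.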

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

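The tests of the interferon pattern were chosen only after those results had been seen.

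Interferon response genes, which the paper does not discuss, separated the DNTTIP1 replicates: the mean level of the list was 2.73 higher (log2) in replicate 1 than in replicate 2 of DNTTIP1+/+ and 2.70 higher in DNTTIP1-/- MEFs. Both replicate 1 libraries carry Y-linked reads and both replicate 2 libraries Xist, but the level in MIDEAS+/+ replicate 1, which also carries Y-linked reads, was -0.193 relative to the mean of the other MIDEAS+/+ libraries, a value against the sex of the embryos. That library also has the highest level of the blood cell list, and its interferon level was -0.168 relative to the mean of the 10 libraries, a value against RNA from blood cells; each of these values rests on 1 library and excludes neither explanation. Over genes outside the list, DNTTIP1+/+ and DNTTIP1-/- replicate 1 deviated together (correlation 0.648), and as no batch is given, a library or culture batch that follows the replicate number cannot be told apart from a difference between the embryos. No biological explanation was tested.

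Genes called in MIDEAS-/- MEFs numbered 917; of 10 splits of the 6 MIDEAS libraries into 3 and 3, 1 gave as many, the real one, and the highest other gave 0, but 10 splits are too few for a share under 0.05. In a fit over the MIDEAS libraries and the DNTTIP1+/+ libraries, with all 5 wild-type libraries as controls, 2 of 56 splits gave at least as many as the real 777, a share under 0.05, but these splits mix the families, whose libraries were not shown to be exchangeable, so the count alone does not exclude chance. The split that joins DNTTIP1+/+ replicates 1 and 2 with MIDEAS-/- replicate 1 gave 842, so the samples also hold a structure other than genotype. The median ratio of the fold changes without and with MIDEAS+/+ replicate 1, the one MIDEAS library with high Y-linked values, was 1.04 (quartiles 0.973 and 1.112). The genes were called with that library included, which favours genes where it lies near the other wild types. The ratio therefore cannot decide on the sex of that embryo. Without that library 582 genes were called, among them 533 of the 917, and these calls do not rest on it. For the others the sex of that embryo stays open, as does the genotype as the biological explanation for all.

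The log2 fold changes of the knockouts correlated at 0.520 over all tested genes with no library in common. Of 30 combinations of a split of the MIDEAS libraries with one of the DNTTIP1 libraries, 2 gave an absolute correlation as large, so chance is not excluded by this count. The highest other, 0.550, came from a combination that sets the DNTTIP1 libraries numbered 1 against those numbered 2, the split along which the interferon genes also differ. These comparisons share no library, and against all 5 wild-type libraries the covariance exceeded that of simulated unchanged groups by 0.187, beside 0.179 with none shared. The simulated noise was independent between genes, so the simulations do not give the spread expected for correlated genes. Chance, a structure of the samples such as that along the DNTTIP1 numbers, and the genotype as the biological explanation stay open.

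Y-linked values summed to 4244.85 in MIDEAS+/+ replicate 1, a signal in genes the paper does not discuss, and to 3502 and 3644 in replicate 1 of DNTTIP1+/+ and DNTTIP1-/- MEFs, while no MIDEAS-/- library exceeded 7.98. The imprinted genes, which the paper does not discuss, had a median log2 fold change of 0.31 in MIDEAS-/- and 0.39 in DNTTIP1-/- MEFs. Tbx3, a transcription factor gene of heart and limb development whose exons overlap Tbx3os1 on the other strand, had a log2 fold change of -0.50 in MIDEAS-/- (adjusted p = 0.0731 from limma) and 0.31 in DNTTIP1-/- MEFs (adjusted p = 0.811), with every knockout library below or above every wild-type library of its family, and limma's test of the difference gave -0.81 with an adjusted p of 0.990. Without 1 library its log2 fold change in MIDEAS-/- MEFs lay between -0.57 and -0.45 and the adjusted p between 0.0640 and 0.200; the call was lost without DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 1, 2 or 3.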

How the results depend on the processing

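The DESeq2 comparison of each knockout with all 5 wild-type libraries was chosen after the data were seen.

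Limma called 917 genes in MIDEAS-/-, 5 in DNTTIP1-/-, 4 in both and 0 that differed between the knockouts. With no filter on low values it called 17 genes in DNTTIP1-/- and 14 in both, in separate fits 0 and 0, and against all 5 wild-type libraries 126 and 99, with 2 that differed. With no trend it called 589 genes in MIDEAS-/-. The numbers in MIDEAS-/-, in DNTTIP1-/- and in both were 466, 0 and 0 at an adjusted p under 0.05, 3931, 1915 and 984 at an unadjusted p under 0.1 (1159 that differed), 1674, 193 and 150 by DESeq2 (12 that differed) and 1465, 795 and 468 in the added comparison. Without 1 library they ranged from 264 to 1014, 0 to 4 and 0 to 3. The r over the shared genes, 0.880, was 0.734 with a pseudocount of 5, 0.972 against all 5 wild-type libraries and 0.954 in the added comparison; settings with under 3 shared genes give none. It was 0.844 over genes called in 1 contrast alone (0.454 at an unadjusted p under 0.1, 0.625 in the added comparison, and 0.599 to 0.868 without 1 library, the lowest without DNTTIP1+/+ replicate 2) and 0.520 over all genes, where it was 0.273 with no filter, 0.689 against all 5 wild-type libraries and 0.253 to 0.583 without 1 library. Thresholds and left-out libraries change the counts by construction, and for the other settings the cause was not tested.

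With the replicate number as a block, limma called 2025, 82 and 71 genes. The deviations of same-numbered libraries correlated at 0.206, -0.110 and -0.0494 in the MIDEAS family, where MIDEAS-/- replicate 2 correlated best with MIDEAS+/+ replicate 3 (0.477). The same-numbered DNTTIP1 libraries deviated together (0.656 for both pairs, which 2 libraries per group make equal). The DNTTIP1 libraries numbered 1 carried Y-linked reads (3502 and 3644) and interferon levels of 1.43 and 1.46. Those numbered 2 carried Xist (4483 and 5376) and interferon levels of -1.30 and -1.24. The main fit has no term for this difference, which therefore adds to its spread. No source used here says what a number marks, so whether the DNTTIP1 numbers pair the lines in another way is open.

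Camera called 10 lists in MIDEAS-/- and 13 in DNTTIP1-/- MEFs, 0 and 0 with an estimated correlation, and fry called 4 (imprinted, neuronal, septins and Wnt) and 5 (axon guidance, Hox, imprinted, neuronal and Wnt). The direction of these lists turned, with the adjusted p in that setting, in MIDEAS-/- MEFs: with no filter, angiogenic, cardiac muscle, endothelial and interferon 0.964; with a mean of at least 50, angiogenic 0.868, EGF 0.898 and skeletal muscle 0.774; with quantile normalization, angiogenic 0.817; in separate fits, angiogenic 0.965 and cardiac muscle 0.825; against all 5 wild-type libraries, angiogenic and blood cells 0.757, replication 0.812, Hox 0.716, interferon 0.964 and spindle and skeletal muscle 0.693; with the block, cardiac muscle 0.477 and endothelial 0.623; with edgeR, angiogenic 0.734; with DESeq2, angiogenic 0.752; with fry, angiogenic 0.913. The same for DNTTIP1-/- MEFs: with no filter, cardiac muscle 0.455 and interferon 0.921; with quantile normalization, cardiac muscle 0.990 and sex-linked 0.857; in separate fits, p53 1.00; against all 5 wild-type libraries, angiogenic, glial and sex-linked 0.916, cardiac muscle 0.657 and skeletal muscle 0.632; with DESeq2, MiDAC 0.712; with fry, MiDAC 0.279 and sex-linked 0.993. Lists whose direction turned without at least 1 library had adjusted p, over the left-out libraries, in MIDEAS-/- MEFs of angiogenic 0.723 to 0.999, blood cells 0.112 to 0.999, cardiac muscle 0.651 to 0.999, heart development 0.267 to 0.987, interferon 0.597 to 0.987 and skeletal muscle 0.210 to 0.960. For DNTTIP1-/- MEFs these were blood cells 0.00369 to 0.904, cardiac muscle 0.00378 to 0.913, EGF 0.0601 to 0.928, endothelial 0.0761 to 0.846, fibroblast matrix 0.0707 to 0.761, interferon 1.22e-06 to 0.943, MiDAC 0.558 to 0.928, other HDAC complexes 0.417 to 0.924, p53 0.168 to 0.943, sex-linked 0.291 to 0.963 and skeletal muscle 0.00269 to 0.497. The log2 fold change of Elmsan1 in MIDEAS-/- MEFs ranged from -0.11 to 0.26 and that of Hdac1 from -0.15 to 0.035 without 1 library. For all of these turns the cause was not tested.

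Of the values of the main results under the alternatives, 135 were close to the main value and 59 moved. Of those of single genes, lists and directions, 3562 kept direction and side of the threshold, 326 lost the call, 98 gained one, 71 turned and 54 moved. Among 201 values of genes of the naming rule that the text does not print, 120 of 5181 values under the alternatives changed direction, 0 of them past the threshold there, 79 lost a call and 247 gained one. Low counts limit genes such as Nefl and Apob.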

Differences from the paper's values

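The DESeq2 comparison of each knockout with all 5 wild-type libraries was chosen after seeing the values; the other alternatives were set before the data were examined. The paper states a P-value below 0.1 from DESeq2, and the counts here use an adjusted p under 0.1 from limma.

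The paper reports 468 genes common to both knockouts, and 4 were found here. No alternative set before the data were examined came within 1.5 times of it: they gave 0 to 150, and 984 at an unadjusted p under 0.1. The added DESeq2 comparison, chosen after seeing the values, gave 468, of which 448 are in the authors' deposited tables for both knockouts, which hold 468; of their MIDEAS and DNTTIP1 genes, it called 1448 of 1573 and 762 of 824.

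The paper reports an R squared of 0.91 for these genes, and 0.774 was found here over 4 genes. The spread set for this comparison is the SD of the values without 1 library, which exists for the left-out libraries that leave at least 3 shared genes, MIDEAS+/+ replicate 2 (0.842) and MIDEAS-/- replicate 1 (0.690). No filter (0.859), all 5 wild-type libraries (0.944), the replicate block (0.869), no trend (0.862) and leaving out MIDEAS+/+ replicate 2 came within that spread, as did the comparison added after seeing the values (0.910). The other pseudocounts, the stricter filter, the other scalings, edgeR, DESeq2, the unadjusted threshold, leaving out MIDEAS-/- replicate 1 and leaving out chromosomes X and Y did not.

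For MIDEAS-/-, the paper's source data of Fig. 3e give 910 higher and 662 lower genes, beside 545 and 372 here. The replicate block (1109 and 916) and DESeq2 (961 and 713) came within 1.5 times of both, leaving out DNTTIP1+/+ replicate 1 (609) or 2 (617) came within it for the higher genes alone, and the comparison added after seeing the values gave 860 and 605; the other alternatives did not. For DNTTIP1-/-, the paper gives 516 higher and 308 lower, beside 4 and 1 here, and for both knockouts 311 higher and 156 lower, beside 4 and 0. No alternative set before the data were examined came within 1.5 times of any of these, and the comparison added after seeing the values gave 499 and 296, and 311 and 157. The authors' deposited tables hold 911 higher and 662 lower genes for MIDEAS-/-, 517 and 307 for DNTTIP1-/- and 311 and 157 for both, each within 1 of the paper's values.

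The paper states that gene set enrichment analysis showed lower expression of spindle organisation transcripts. The list here was written from textbook knowledge and tested by camera, so gene set and method differ from the paper's. Here the median log2 fold change of the list of mitotic spindle organisation was 0.11 in MIDEAS-/- and 0.23 in DNTTIP1-/- MEFs (camera, higher, adjusted p = 0.0196 and 9.44e-08; adjusted p = 0.797 and 0.563 with an estimated correlation, so that neither was called). The camera adjusted p in MIDEAS-/- MEFs was 0.168 without MIDEAS+/+ replicate 2, 0.0797 without MIDEAS-/- replicate 2 and 0.946 without MIDEAS-/- replicate 3. Against all 5 wild-type libraries, the comparison of the authors' deposited tables, the list was lower in MIDEAS-/- MEFs (camera, adjusted p = 0.693).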

Other observations

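The genes shown in this part were picked from the lists after their values were seen; no test was chosen to explain a result. Lists can share genes, so their counts are not separate evidence. Dlk1, which rose in MIDEAS-/- MEFs, counts in the adipocyte, haematopoietic support and imprinted lists. Des, which fell, counts in the smooth muscle and skeletal muscle lists.

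Single genes of connective tissue rose in MIDEAS-/- MEFs. Of 24 tested chondrocyte and osteoblast genes, 6 rose and 0 fell (8 and 1 adjusted over the list alone; 1 lower at an unadjusted p under 0.05, 0 by edgeR or DESeq2), among them the cartilage collagen genes Col9a2 (log2 fold change 3.20, adjusted p = 0.00399 from limma) and Col9a1 (3.51, adjusted p = 0.0278) and the alkaline phosphatase gene Alpl (2.91, adjusted p = 0.0703). The list was higher by camera (adjusted p = 1.50e-04; adjusted p = 0.329 with an estimated correlation). Its mean level (log2, relative to the 10 libraries) was 0.019 to 0.31 in MIDEAS-/- and -1.29 to -0.35 in MIDEAS+/+ MEFs. In DNTTIP1+/+ MEFs it was 0.050 and 0.56, so no MIDEAS-/- library lay above the higher of these wild types. Of 28 fibroblast matrix genes, 5 rose and 0 fell (6 and 1 adjusted over the list alone; 1 lower at an unadjusted p under 0.05 and by DESeq2, 0 by edgeR), including Dcn (1.23, adjusted p = 0.0410), Lum (2.52, adjusted p = 0.0716) and Dpt (2.53, adjusted p = 0.0657); the camera adjusted p was 0.486, higher, with a median log2 fold change of -0.033 and a mean of 0.33. Of 9 adipocyte genes, 3 rose and 0 fell (4 and 1 adjusted over the list alone; 0 lower at an unadjusted p under 0.05, by edgeR or by DESeq2), including the lipoprotein lipase gene Lpl (2.04, adjusted p = 0.0168) and Zfp423 (2.00, adjusted p = 0.00543); the camera adjusted p was 0.126, higher, with a median of -0.14 and a mean of 0.39. The numbers of matrix genes higher and lower became 3 and 0 without DNTTIP1+/+ replicate 1 or 2 or DNTTIP1-/- replicate 1 or 2, 1 and 0 without MIDEAS+/+ replicate 1 or MIDEAS-/- replicate 1, and 0 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 or 3. They were 4 and 1 without MIDEAS+/+ replicate 3. The numbers of chondrocyte and osteoblast genes higher and lower became 2 and 0 without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1 or 3, and 3 and 0 without MIDEAS-/- replicate 2. Alpl lost its call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.216). Dcn lost its call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.174). Lum lost its call without MIDEAS+/+ replicate 2 or 3 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.242). Dpt lost its call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.236).

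Single muscle and epithelial genes fell. Of 16 smooth muscle and myofibroblast genes, 0 rose and 2 fell in MIDEAS-/- MEFs (1 and 7 adjusted over the list alone; 1 higher at an unadjusted p under 0.05 and by DESeq2, 0 by edgeR): the smooth muscle myosin gene Myh11 (-2.06, adjusted p = 0.0290) and the desmin gene Des (-1.69, adjusted p = 0.0537). The list was lower by camera (adjusted p = 3.68e-04; adjusted p = 0.541 with an estimated correlation). Of 20 skeletal muscle genes, 0 rose and 3 fell (1 and 3 adjusted over the list alone; 3 higher at an unadjusted p under 0.05 and by DESeq2, 0 by edgeR), including the actin gene Acta1 (-2.15, adjusted p = 0.0537), and the list had a camera adjusted p of 0.607, higher. Of 8 epithelial genes, 0 rose and 2 fell (1 and 3 adjusted over the list alone; 1 higher at an unadjusted p under 0.05 and by DESeq2, 0 by edgeR), the keratin genes Krt7 (-3.12, adjusted p = 0.0282) and Krt18 (-1.57, adjusted p = 0.0641); the camera adjusted p was 0.126, lower, and 0.0302, lower, without MIDEAS+/+ replicate 1 and 0.0351, lower, without MIDEAS-/- replicate 2. The numbers of smooth muscle genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3, 0 and 5 without MIDEAS-/- replicate 1, and 0 and 1 without MIDEAS-/- replicate 2. The numbers of skeletal muscle genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3, 1 and 2 without MIDEAS+/+ replicate 3, and 0 and 1 without MIDEAS-/- replicate 1 or 2. The numbers of epithelial genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 2, and 0 and 1 without MIDEAS+/+ replicate 3 or MIDEAS-/- replicate 1, 2 or 3. Myh11 lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3 (adjusted p up to 0.116). Des lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.197). Acta1 lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.191). Krt7 lost its call without MIDEAS+/+ replicate 2 (adjusted p up to 0.117). Krt18 lost its call without MIDEAS+/+ replicate 2 or 3 or MIDEAS-/- replicate 1, 2 or 3 (adjusted p up to 0.249). Exons of Des and Krt7 overlap Gm15179 and Gm671 on the other strand.

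By limma or edgeR, 0 genes of these 6 lists were called in DNTTIP1-/- MEFs, and DESeq2 called 1, an adipocyte gene that was higher. At an unadjusted p under 0.05 the numbers of higher and lower genes were 3 and 0 for chondrocyte and osteoblast, 0 and 0 for matrix, 3 and 0 for adipocyte, 1 and 1 for smooth muscle, 0 and 0 for skeletal muscle and 0 and 0 for epithelial genes, and 3 adipocyte genes were higher adjusted over the list alone, with 0 in the other lists. The chondrocyte and adipocyte lists were higher by camera (adjusted p = 0.00926 and 0.00926; adjusted p = 0.347 and 0.373 with an estimated correlation), but the adjusted p of the former was 0.121 without DNTTIP1+/+ replicate 1 and 0.305 without DNTTIP1-/- replicate 2, and that of the latter 0.492 without DNTTIP1+/+ replicate 2 and 0.247 without DNTTIP1-/- replicate 1. The adjusted p of the others was 0.692 for matrix, 0.0996 for smooth muscle, 0.287 for skeletal muscle and 0.377 for epithelial genes. That of smooth muscle was 0.0437, lower, without DNTTIP1+/+ replicate 1 and 0.00269, lower, without DNTTIP1-/- replicate 2, and that of skeletal muscle 0.00588, lower, without DNTTIP1+/+ replicate 1 and 0.00269, lower, without DNTTIP1-/- replicate 2.

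Imprinted genes were higher on balance. Of 31 tested, 4 rose and 0 fell in MIDEAS-/- MEFs (9 and 0 adjusted over the list alone; 0 lower at an unadjusted p under 0.05, by edgeR or by DESeq2; camera, higher, adjusted p = 1.62e-04; adjusted p = 0.250 with an estimated correlation), among them Zim1 (1.30, adjusted p = 0.0278), Plagl1 (1.35, adjusted p = 0.0434) and Dlk1 (1.06, adjusted p = 0.0274). Of the same genes, 0 were called in DNTTIP1-/- MEFs by limma or edgeR, 4 were higher by DESeq2, 9 at an unadjusted p under 0.05 and 8 adjusted over the list alone, and the list was higher (camera adjusted p = 9.16e-07; adjusted p = 0.0789 with an estimated correlation). Peg10 had a log2 fold change of 1.29 there (adjusted p = 0.202) and 0.62 in MIDEAS-/- MEFs (adjusted p = 0.146), where it passed without DNTTIP1+/+ replicate 1 (0.0692) or 2 (0.0695). Of 36 Hox genes, 0 were called by limma in either knockout and 0 by edgeR, while DESeq2 called 1 lower in MIDEAS-/- and 1 higher in DNTTIP1-/- MEFs; higher and lower genes numbered 2 and 2 in MIDEAS-/- and 6 and 0 in DNTTIP1-/- MEFs at an unadjusted p under 0.05, and 0 and 0, and 1 and 0, adjusted over the list alone. The Hox list had a camera adjusted p of 0.209, lower, in MIDEAS-/- and of 4.03e-06, higher, in DNTTIP1-/- MEFs (adjusted p = 0.0789 with an estimated correlation), where Hoxc10, which shares exons with Hoxc5, had a log2 fold change of 0.81 (adjusted p = 0.349). The mean level of the Hox list (log2, relative to the 10 libraries) was 0.12 and 0.072 in DNTTIP1-/- and -0.19 and -0.36 in DNTTIP1+/+ MEFs. In MIDEAS+/+ MEFs it was 0.020 to 0.29, so the DNTTIP1-/- level lay within that of these wild types. The numbers of imprinted genes higher and lower in MIDEAS-/- MEFs became 2 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 or 3. The numbers of Hox genes higher and lower in MIDEAS-/- MEFs became 1 and 1 without DNTTIP1+/+ replicate 1, and 0 and 1 without DNTTIP1+/+ replicate 2 or MIDEAS-/- replicate 3. Zim1 lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 (adjusted p up to 0.116). Plagl1 lost its call without MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.140). Exons of Plagl1 overlap Gm27741 on the other strand.

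Of 18 haematopoietic support factors, 4 rose, among them Kitl (1.40, adjusted p = 0.0497) and Igf1 (1.90, adjusted p = 0.00680), and the cytokine gene Il11 fell (-2.12, adjusted p = 0.0139) in MIDEAS-/- MEFs (6 and 6 adjusted over the list alone); the camera adjusted p was 0.607, higher, with a median of 0.20 and a mean of -0.040. Of 24 heart development transcription factors, Mef2c (1.38, adjusted p = 0.0379) rose and Tbx3 fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.607). Of 28 hedgehog, BMP and Notch targets, 3 rose and 0 fell (8 and 3 adjusted over the list alone; 3 lower at an unadjusted p under 0.05, 0 by edgeR and 2 by DESeq2); the list was higher (camera adjusted p = 0.0121; adjusted p = 0.448 with an estimated correlation), and its adjusted p was 0.134 without MIDEAS-/- replicate 2. Of 28 p53 and senescence genes, 2 rose and 1 fell (3 and 4 adjusted over the list alone; camera adjusted p = 0.176). The numbers of support factors higher and lower became 3 and 2 without MIDEAS+/+ replicate 1, and 2 and 1 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 1 or 2. The numbers of heart factors higher and lower became 2 and 0 without DNTTIP1-/- replicate 1 or 2, 1 and 0 without MIDEAS+/+ replicate 1 or 3 or MIDEAS-/- replicate 1, and 0 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3. They were 0 and 1 without MIDEAS-/- replicate 2. The numbers of hedgehog, BMP and Notch targets higher and lower became 3 and 1 without DNTTIP1+/+ replicate 1 or 2, 1 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 3, and 0 and 0 without MIDEAS-/- replicate 2. The numbers of p53 and senescence genes higher and lower became 0 and 2 without MIDEAS+/+ replicate 1, 0 and 0 without MIDEAS+/+ replicate 2, and 2 and 2 without MIDEAS+/+ replicate 3. They were 0 and 1 without MIDEAS-/- replicate 1 or 3, and 1 and 1 without MIDEAS-/- replicate 2. Kitl lost its call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1 or 2 (adjusted p up to 0.188). Mef2c lost its call without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.157).

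Of these 4 lists, 0 genes were called in DNTTIP1-/- MEFs by limma or edgeR. DESeq2 called 1 support factor, 2 hedgehog, BMP and Notch targets and 0 of the others, all higher; at an unadjusted p under 0.05, 5 support factors, 3 heart factors, 9 hedgehog, BMP and Notch targets and 0 p53 and senescence genes were higher and 0 lower. Adjusted over the list alone, 4 support factors, 2 hedgehog, BMP and Notch targets and 0 genes of the others were higher. The heart list was higher (camera adjusted p = 0.0116; adjusted p = 0.339 with an estimated correlation), with an adjusted p of 0.144 without DNTTIP1+/+ replicate 1 and 0.217 without DNTTIP1-/- replicate 2, as was the list of hedgehog, BMP and Notch targets (camera adjusted p = 2.76e-04; adjusted p = 0.144 with an estimated correlation). The support factors had an adjusted p of 0.0827, which was 0.0435, higher, without DNTTIP1-/- replicate 1, and the p53 and senescence list of 0.867, lower, with a median of -0.0048 and a mean of 0.037.

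The MIDEAS homologue gene Trerf1 rose in MIDEAS-/- MEFs, from 684 ± 121 to 1061 ± 151 normalized counts (SD, n = 3 each; log2 fold change 0.64, adjusted p = 0.0613 from limma), and had 644 ± 1.40 and 1065 ± 96.5 (SD, n = 2 each; log2 fold change 0.72, adjusted p = 0.396 from limma) in DNTTIP1+/+ and DNTTIP1-/- MEFs. Trerf1 lost its MIDEAS call without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 2 or 3 (adjusted p up to 0.240). The other homologue gene, Zfp541, had at most 4.46 normalized counts in any library. Hdac1 and Hdac2 had log2 fold changes of -0.067 (adjusted p = 0.840) and 0.11 (adjusted p = 0.717) in MIDEAS-/- MEFs. Of 5 MiDAC subunits and homologues, Trerf1 was the gene called in MIDEAS-/- (1 and 0 adjusted over the list alone) and Dnttip1 in DNTTIP1-/- MEFs (2 and 1 adjusted over the list alone), with camera adjusted p of 0.607 and 0.834; in DNTTIP1-/- MEFs both counts became 0 without DNTTIP1+/+ replicate 1 or 2, DNTTIP1-/- replicate 1 or 2, MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 2 or 3. Of 36 genes of other class I HDAC complexes, 0 were called by limma or edgeR in either knockout, 1 by DESeq2, higher, in MIDEAS-/- and 0 in DNTTIP1-/- MEFs; 1 and 0 were higher at an unadjusted p under 0.05 and 0 and 0 adjusted over the list alone (camera adjusted p = 0.176 and 0.755).

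Of markers of other cell types, 1 of 19 tested blood cell genes (34 listed) and 1 of 10 endothelial genes rose and 1 of 17 cardiac muscle genes fell in MIDEAS-/- MEFs, with the same counts adjusted over the list alone, and 0 of 28 interferon response genes and 0 of 5 sex-linked markers passed over all genes or over the list alone by limma, or by edgeR or DESeq2 (1 interferon gene was lower at an unadjusted p under 0.05). Of these lists, 0 genes passed in DNTTIP1-/- MEFs by limma, edgeR or DESeq2 or over the list alone, and 1 blood cell gene was higher at an unadjusted p under 0.05. The camera adjusted p in MIDEAS-/- and DNTTIP1-/- MEFs was 0.733 and 0.233 for blood cells, 0.771 and 0.867 for cardiac muscle, 0.631 and 0.804 for endothelial, 0.886 and 0.867 for interferon response and 0.607 and 0.946 for sex-linked genes. The median, mean and test differed in sign for cardiac muscle (median 0.34, mean 0.20, test lower), endothelial (median -0.084, mean 0.13, test higher) and interferon genes (median 0.16, mean -0.041, test higher) in MIDEAS-/-, and for cardiac muscle (median -0.092, mean 0.14, test lower) and sex-linked genes (median 0.062, mean 0.043, test lower) in DNTTIP1-/- MEFs. MIDEAS+/+ replicate 1 had the highest level of the blood cell list, 1.92 above the mean of the 10 libraries (log2).

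The adjusted p of the blood cell list in DNTTIP1-/- MEFs was 0.0109, lower, without DNTTIP1+/+ replicate 2, 0.00369, lower, without DNTTIP1-/- replicate 1 and 0.0439, lower, without MIDEAS+/+ replicate 1. That of the cardiac muscle list was 0.00500, lower, without DNTTIP1+/+ replicate 1, 0.0109, higher, without DNTTIP1+/+ replicate 2, 0.0173, higher, without DNTTIP1-/- replicate 1 and 0.00378, lower, without DNTTIP1-/- replicate 2, and that of the interferon list 2.50e-06, higher, without DNTTIP1+/+ replicate 1, 3.84e-06, lower, without DNTTIP1+/+ replicate 2, 8.75e-06, lower, without DNTTIP1-/- replicate 1 and 1.22e-06, higher, without DNTTIP1-/- replicate 2. The numbers of blood cell genes higher and lower in MIDEAS-/- MEFs became 0 and 0 without MIDEAS+/+ replicate 1, 2 or 3 or MIDEAS-/- replicate 2, and 2 and 0 without MIDEAS-/- replicate 1. The numbers of cardiac muscle genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 2 or MIDEAS-/- replicate 2 or 3. The numbers of endothelial genes higher and lower became 0 and 0 without MIDEAS+/+ replicate 1 or 2 or MIDEAS-/- replicate 1, 2 or 3. The numbers of interferon response genes higher and lower became 0 and 1 without MIDEAS-/- replicate 3.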
